# OsMYB103L, an R2R3-MYB transcription factor, influences leaf rolling and mechanical strength in rice (*Oryza sativa* L.)

**DOI:** 10.1186/1471-2229-14-158

**Published:** 2014-06-06

**Authors:** Chunhua Yang, Dayong Li, Xue Liu, Chengjun Ji, Lili Hao, Xianfeng Zhao, Xiaobing Li, Caiyan Chen, Zhukuan Cheng, Lihuang Zhu

**Keywords:** *OsMYB103L*, Leaf rolling, MYB transcription factor, Cellulose

## Abstract

**Background:**

The shape of grass leaves possesses great value in both agronomy and developmental biology research. Leaf rolling is one of the important traits in rice (*Oryza sativa* L*.*) breeding. MYB transcription factors are one of the largest gene families and have important roles in plant development, metabolism and stress responses. However, little is known about their functions in rice.

**Results:**

In this study, we report the functional characterization of a rice gene, *OsMYB103L*, which encodes an R2R3-MYB transcription factor. OsMYB103L was localized in the nucleus with transactivation activity. Overexpression of *OsMYB103L* in rice resulted in a rolled leaf phenotype. Further analyses showed that expression levels of several cellulose synthase genes (*CESAs*) were significantly increased, as was the cellulose content in *OsMYB103L* overexpressing lines. Knockdown of *OsMYB103L* by RNA interference led to a decreased level of cellulose content and reduced mechanical strength in leaves. Meanwhile, the expression levels of several *CESA* genes were decreased in these knockdown lines.

**Conclusions:**

These findings suggest that *OsMYB103L* may target *CESA* genes for regulation of cellulose synthesis and could potentially be engineered for desirable leaf shape and mechanical strength in rice.

## Background

Leaves are the main organs of photosynthesis and play a crucial role in plant development. Leaf rolling is a frequently observed phenotype in fields and rice mutant populations [1-3]. The appropriate leaf rolling has been regarded as one of the most important elements in rice ideotype breeding as it improves photosynthetic efficiency, accelerates dry-matter accumulation, reduces solar radiation on leaves, decreases leaf transpiration under drought stress and raises grain yield [2,4-9]. However, severe leaf rolling could lead to growth retardation, developmental defects and crop yield reduction.

To date, many studies have been performed to characterize the genes controlling leaf rolling by analyses of the rolled leaf mutants in rice. Twelve rolled leaf (*rl*) mutants in rice are reported and the corresponding genes are mapped genetically, of which, six *rl* genes are mapped on rice chromosomes by morphological markers and the rest are directly mapped in rice genome by molecular markers [10-14]. Among these 12 *rl* mutants, *rl9* is the first to be cloned and analyzed in detail. *ROLLED LEAF9* (*RL9*)/*SHALLOT-LIKE1* (*SLL1*) encodes a KANADI transcription factor, and *rl9/sll1* mutants display extremely incurved leaves due to the defective development of sclerenchymatous cells on the abaxial side [1,15]. Some other genes are also found to be related to leaf rolling in rice. Loss-of-function of *OsCSLD4* gene, which encodes a cellulose synthase-like protein, results in phenotypes of reduced leaf width and semi-rolled leaves, possibly due to the significantly smaller bulliform cells in mutants [16-19]. Loss-of-function of *CONSTITUTIVELY WILTED1* (*OsCOW1*)/*NARROW LEAF7* (*NAL7*), encoding a member of the YUCCA protein, causes rice leaves to roll upward [20,21]. Loss-of-function of *CURLY FLAG LEAF* (*CFL1*), encoding a WW domain protein, induces rolled leaves which have a wrinkled epidermis and contain papillae with reduced wax content [22]. *ROLLED LEAF 14* (*RL14*), encoding a 2OG-Fe (II) oxygenase family protein, is reported to modulate rice leaf rolling by affecting secondary cell wall formation and bulliform cell development [2]. Mutation of *SEMI-ROLLED LEAF 1* (*SRL1*), encoding a putative GPI-anchored protein, results in leaves rolled adaxially in rice due to the increased number of bulliform cells at the adaxial cell layers [23]. In addition, recent studies show that overexpression of rice gene *OsAGO7,* which encodes an Argonaute (AGO) family member, results in the leaf blades curling upward [3]. *OsHB1* is a member of the Class III homeodomain leucine zipper family of genes, overexpression of its *microRNA166*-resistant version could result in adaxially rolled leaves due to the reduced sclerenchyma and formation of bulliform cells on the abaxial side [24]. Taken together, the major factors possibly affecting leaf rolling include the alteration of osmotic pressure and/or turgidity in bulliform cells, the impairment of cell polarity establishment and cell differentiation. However, the mechanisms underlying leaf rolling in rice and, particularly, the involved transcription factors remain largely unknown [1].

MYB proteins belong to a super-family of transcription factors, which prevail in all eukaryotes and share a highly conserved DNA-binding domain, MYB [25-27]. Depending on the number of adjacent repeats in the MYB domain, MYB proteins can be classified into four subfamilies, including 1R-MYB, R2R3-MYB, 3R-MYB, and 4R-MYB [26,28]. Among them, R2R3-MYB subfamily is a typical representative one, whose members contain two MYB repeats in their DNA-binding domains [29,30]. MYB proteins in plants are involved in a variety of plant-specific processes, including primary and secondary metabolism, cell fate and identity, developmental processes, and responses to various stresses [25-27,31-40]. Genome-wide analysis shows that there are approximately 183 MYB genes in rice, of which 109 encode R2R3-MYB proteins [41,42]. So far, only a few number of MYB proteins, including OsGAMYB, OsMYB2, OsMyb4, OsMYB3R-2, CSA*,* MYBS3 and OsMYB2P-1 [43-49], have been functionally characterized. The functions of most of MYB proteins are still unknown in rice.

To characterize functions of MYB transcription factors in rice, we overexpressed several MYB genes in Kasalath, an *indica* cultivar, with the transgene constructs containing the full-length cDNAs of rice MYB genes, driven by maize *ubiquitin* promoter. Of the transgenic lines, one line overexpressing the full-length cDNA of *Os08g05520*, designated as *OsMYB103L* hereafter, displays a rolled leaf phenotype. *OsMYB103L* encodes an R2R3-MYB transcription factor. Our study shows that it localizes in the nucleus and possesses transcriptional activity. We detail the phenotypes of *OsMYB103L* overexpressing (OE) and RNA interference (RNAi) knockdown plants, including the altered leaf shape, the changed cellulose content, and the impaired mechanical strength. The roles of *OsMYB103L* in leaf shape formation and cellulose synthesis are discussed. We propose the potential application of *OsMYB103L* in molecular breeding of rice.

## Results

### *OsMYB103L* encodes an R2R3-MYB transcription factor

To discover transcription factors controlling leaf development, we screened the rice lines ectopically expressing rice MYB genes under the control of maize *ubiquitin* promoter. One line overexpressing *LOC_Os08g05520* was selected for further study due to its particular leaf shape, such as upward curling of the leaf blade. According to the rice genome annotation database (http://rice.plantbiology.msu.edu), *LOC_Os08g05520* encodes a putative R2R3-MYB family transcription factor with a length of 359 amino acids and a molecular mass of approximately 40 kD. The Pfam database (http://pfam.sanger.ac.uk/) shows that the deduced protein has two MYB DNA-binding domains (PF00249) at the N-terminus (Figure 1A). As revealed by phylogenetic analysis of the related MYB transcription factors in *Arabidopsis thaliana* and rice, Os08g05520 is closely related to At1g63910 (AtMYB103) [50] (Figure 1B). Protein sequence alignment showed that they are highly conserved in the predicted R2- and R3-MYB DNA-binding domains (Figure 1A). We hereby designated *Os08g05520* as *OsMYB103L* (*Oryza sativa MYB103 Like*).

**Figure 1:**
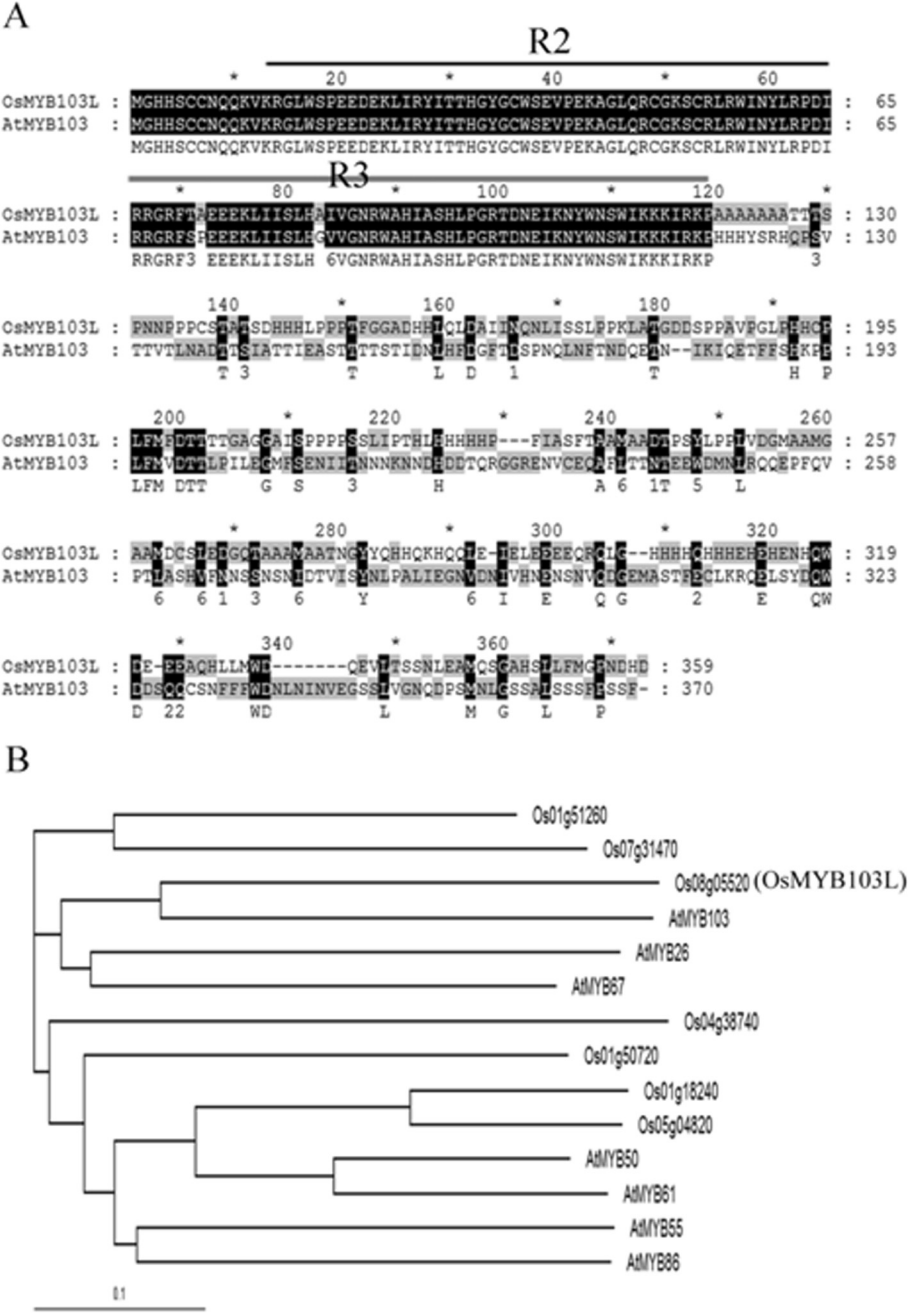
**OsMYB103L (Os08g05520) is an R2R3-MYB transcription factor and has the most sequence homology to AtMYB103 (At1g63910) in *Arabidopsis thaliana*. (A)** Protein sequences alignment of OsMYB103L and AtMYB103. OsMYB103L and AtMYB103 are highly conserved in predicted R2- (black line) and R3-MYB DNA-binding domains (grey line). **(B)** Phylogenetic relationships among OsMYB103L and related R2R3-MYB proteins in rice and *Arabidopsis thaliana*. An unrooted phylogenetic tree was generated with the full-length amino acid sequences.

Nuclear localization is one of the significant features of transcription factors. To determine its subcellular localization, we fused green fluorescent protein (GFP) to the C-terminus of OsMYB103L to produce an OsMYB103L-GFP fusion protein. We monitored the fluorescence of the transiently expressed fusion protein in rice protoplasts and onion (*Allium cepa* L.) epidermis cells. In both cases, the fluorescence signals of the fusion protein were observed predominantly in nuclei (Figure 2A and Additional file 1: Figure S1). While in the GFP alone control, fluorescence signals were observed in nuclei and cytoplasm (Figure 2A and Additional file 1: Figure S1). These results indicate that OsMYB103L is a nuclear-localized protein.

**Figure 2:**
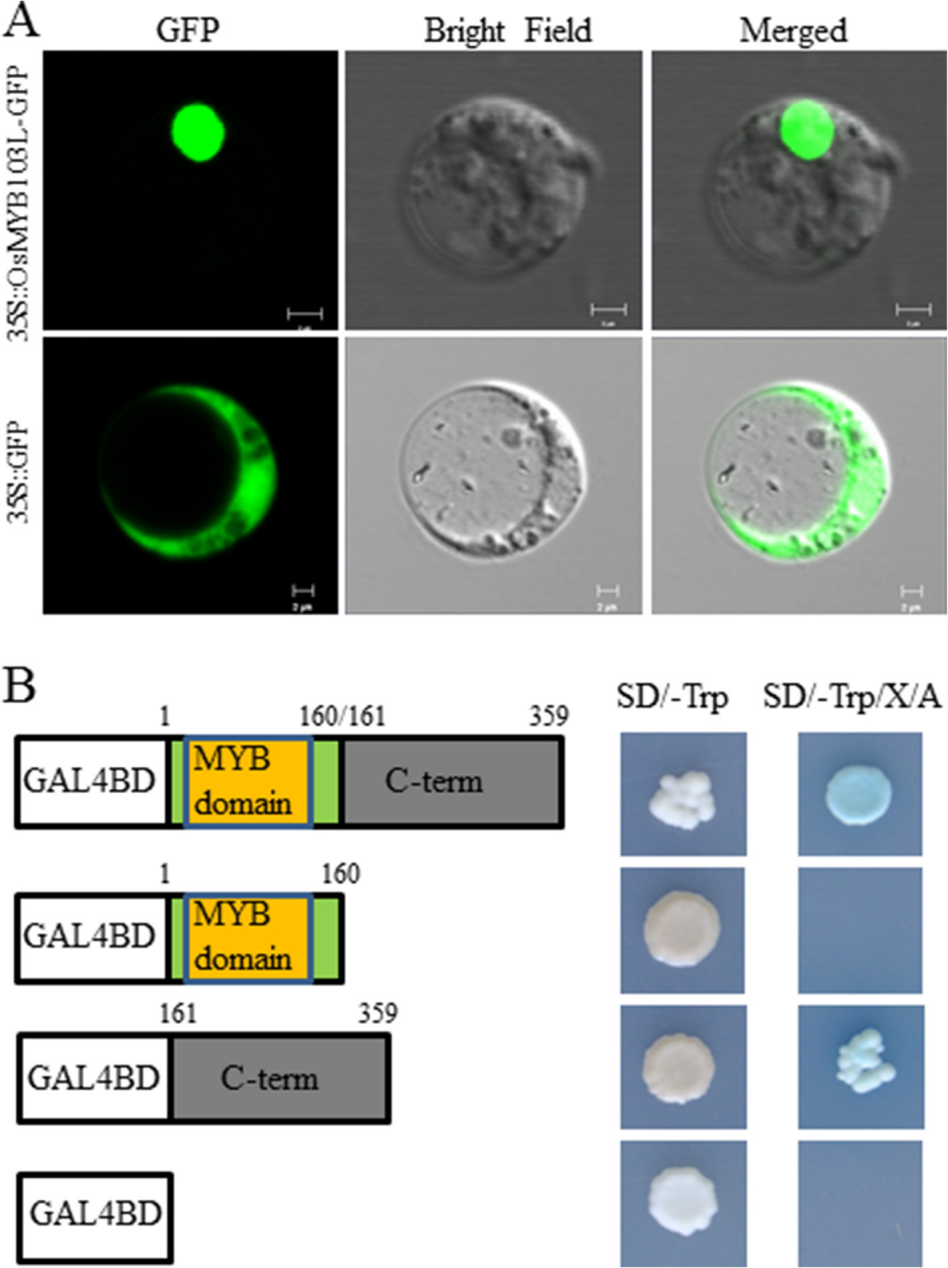
**Subcellular localization and transactivation analysis of OsMYB103L. (A)** Subcellular localization of OsMYB103L. GFP and OsMYB103L-GFP fusion gene under the control of the CaMV35S promoter were expressed transiently in rice protoplasts. Left to right: GFP fluorescence image, transmission image and merged image. Bar = 2 μm. **(B)** Transactivation analysis of different regions of *OsMYB103L* fused with the GAL4 DNA binding domain in yeast. The full-length, N-terminal MYB DNA-binding domain (1–160 amino acids) or the C-terminal putative activation domain (161–359 amino acids) were respectively cloned into pBD-GAL4 vector containing *AUR1-C* and *MEL1* reporter genes and then transformed into yeast host strain Y2HGold. The pBD vector was used as a negative control. The expression of *AUR1-C* confers strong resistance to the highly toxic drug Aureobasidin A (Aba). The activities of α-galactosidase encoded by *MEL-1* were examined by X-α-gal staining.

Transcriptional activation is a characteristic feature of many transcription factors. The full-length, N-terminal MYB DNA-binding domain and C-terminal putative activation domain were fused in-frame with the GAL4 DNA binding domain, respectively. We conducted a transcriptional activation analysis in yeast by using the fusion proteins. The analysis showed that the full-length and C-terminal region of OsMYB103L activated the expression of *AUR1-C* and *MEL1* reporter genes in yeast (Figure 2B), indicating that OsMYB103L has the capability of transcriptional activation.

### Expression of *OsMYB103L* varies in different organs

We determined the expression level of *OsMYB103L* in various rice organs, including root, culm, leave, and panicle using quantitative real-time PCR (qRT-PCR). The expression level of *OsMYB103L* was highest in culm, lower in root, leaf and mature panicle, and lowest in young panicle (Figure 3A).

**Figure 3:**
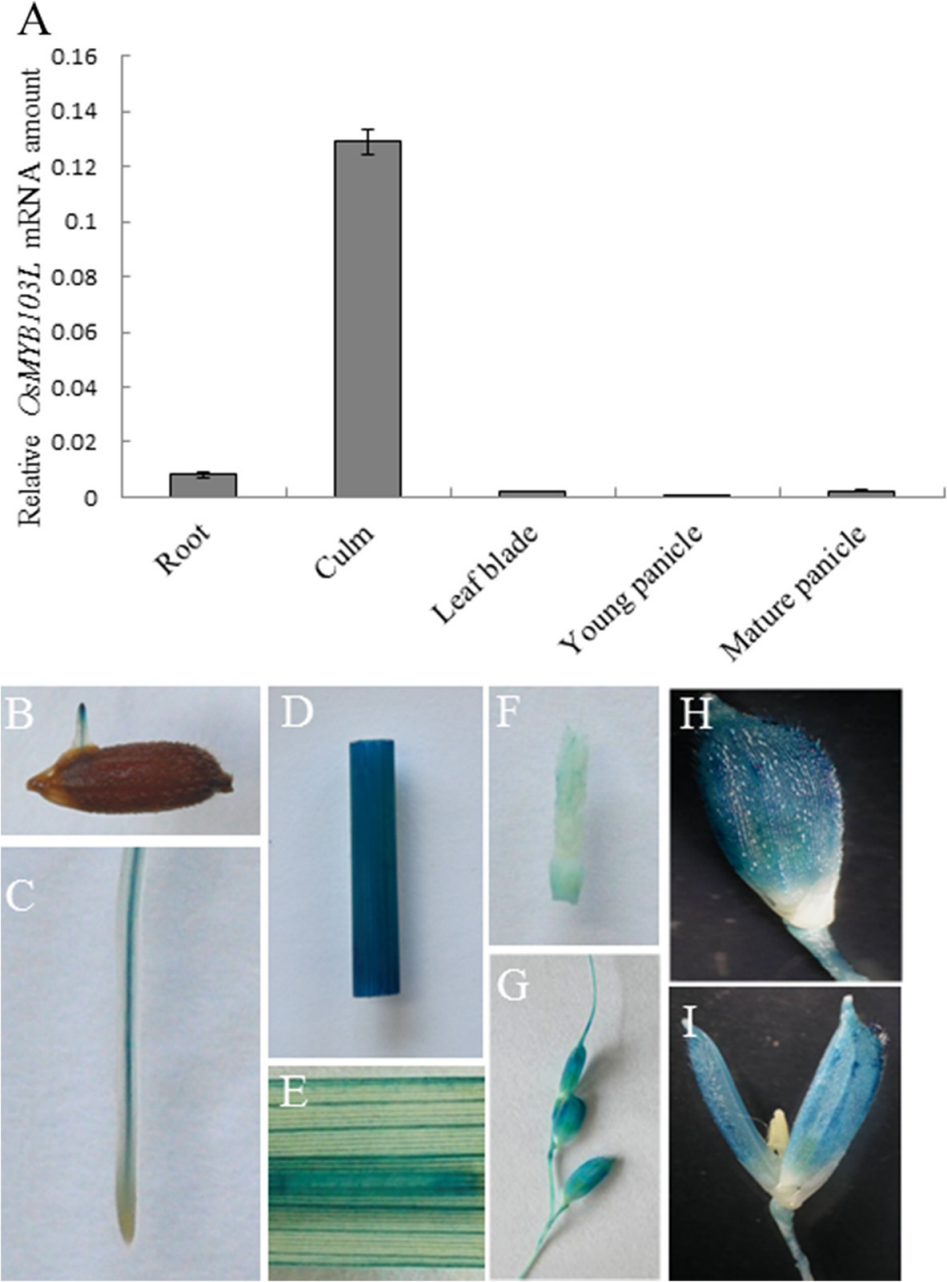
**Expression analysis of *OsMYB103L. *(A)** Expression of *OsMYB103L* in various organs determined by qRT-PCR analysis. Roots were harvested from 2-week-old plants. Culms, leaf blades and mature panicles were harvested from rice plants at heading stage. Young panicles were collected at the 5 cm stage. Rice *ACTIN1* gene was used as internal control. Error bars represent the SD of transcript levels determined from three independent replicates. **(B)** to **(I)** Examination of GUS activity in the transgenic plants expressing *OsMYB103L* pro::GUS. The GUS activity is shown in coleoptiles **(B)**, root **(C)**, culm **(D)**, leaf **(E)**, young panicle **(F)** and mature panicle **(G-I)**. GUS activity was also detected in pedicel, lemma and palea in mature panicle **(H)**, while no GUS activity in sterile lemma, lodicule, pistil and stamen **(I)**.

In addition, the expression pattern of *OsMYB103L* was examined by the *β-glucuronidase* (*GUS*) reporter gene driven by *OsMYB103L* putative promoter in rice plants. Examination of GUS activity in three independent transgenic lines revealed that the GUS signals were stronger in culm and weaker in vascular bundles of coleoptile, root and leaf (Figure 3B to 3I). GUS staining was stronger in mature panicle than young panicle (Figure 3F and 3G). Further examination showed that GUS activity was detectable in pedicel, lemma and palea while no GUS activity was detected in sterile lemma, lodicule, pistil, and stamen in mature panicle (Figure 3H and 3I). These results indicate *OsMYB103L* has diverse expressions in various tissues and organs in rice.

### Overexpression of *OsMYB103L* results in a leaf rolling phenotype

Twelve independent transgenic lines overexpressing *OsMYB103L* (OE) were obtained. The expression level of *OsMYB103L* was determined by qRT-PCR (Figure 4A). Three independent transgenic lines (OE-1, OE-4 and OE-8) with the highest expression levels were selected for further study (Figure 4A).The most significant phenotype of OE lines was upward curling of the leaf blades (Figure 4B). This phenotype appeared first at the seedling stage and then maintained through the rest of the plant growth (Figure 4B). The measurement of leaf rolling index (LRI) was performed at the time of flowering. The LRIs of the flag leaf, the second leaf from top, and the third leaf from top were approximately 57%, 52%, and 50%, respectively (Figure 4C). The leaf blade cross-sections did not show significant differences between wild type (WT) and OE in terms of organization of the sclerenchyma and vascular tissues. It suggests that there is no obvious alteration of leaf polarity in transgenic plants. However, in contrast to WT, the leaves of transgenic plants displayed smaller bulliform cells in the rolled regions (Figure 4D).

**Figure 4:**
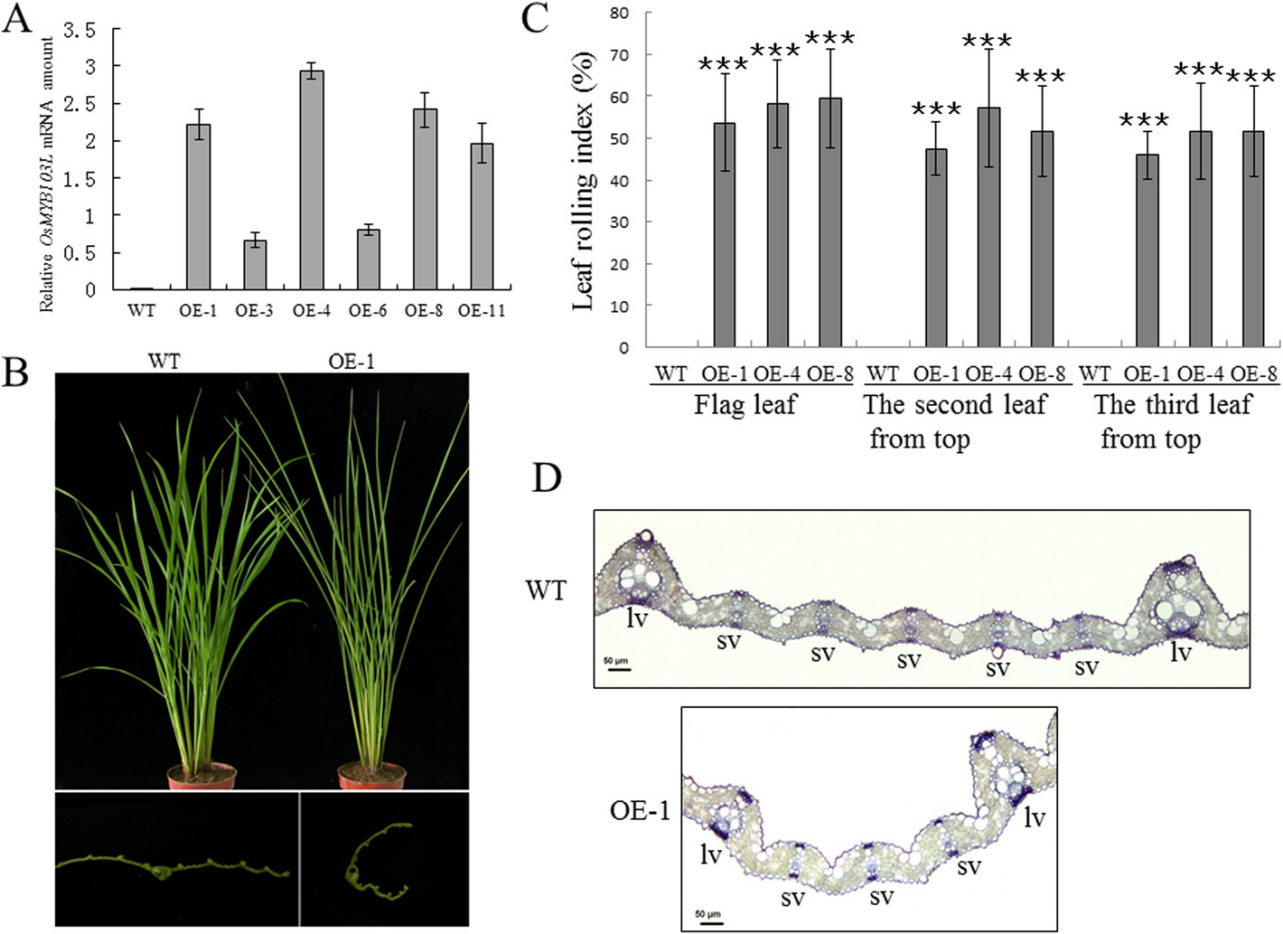
**Phenotypes and molecular analysis of *OsMYB103L *overexpressing plants (OE). (A)***OsMYB103L* expression in OE as determined by qRT-PCR. Rice *ACTIN1* gene was used as internal control. Each column represents an average of three replicates and bars indicate the SDs. **(B)** Morphology of 2-month-old WT and OE leaves. OE showed inward rolled leaves compared to WT (top panel); Cross sections of leaves of WT and OE (bottom panel). Bars = 10 cm (top panel) or 3 mm (bottom panel). **(C)** Statistical analysis of LRIs at the time of flowering for three OE lines of the top three leaf blades (n = 20). Asterisks (***) indicate a significant difference between transgenic plants and WT controls at P < 0.001, by Student’s *t*-test. **(D)** Transverse sections of the flag leaves in the middle part of WT and OE. Shown are regions between two large veins. lv, large vein; sv, small vein. Bars = 50 μm.

### Overexpression of *OsMYB103L* affects the expression levels of several genes encoding cellulose synthase (CESA)

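Digital Gene Expression profiling counts a short sequence tag cut from transcripts at a fixed restriction site. In the deposited files every tag was 21 bases long and began with CATG, the site of the enzyme NlaIII. The files hold 1 library of OE-1 and 1 library of WT (cultivar Kasalath), so no difference between them has a replicate check. The sample labels give leaf blades of plants aged 2 months, and the Methods of the paper give flag leaves. The authors deposited, for each distinct clean tag, its copy number, which is a raw count, and its TPM, which is the copy number scaled to the clean tags of the library, as the paper defines it. The filters that made the clean tags came before these files, and no tag had fewer than 2 copies. The matching of tags to rice cDNAs came after them and is not in the files analysed here. No rice genome or cDNA set was available, so tags were compared by their sequence. The OE-1 library held 3308950 tags with 86676 distinct sequences, and the WT library held 3610377 tags with 76211 distinct sequences. The median copy number was 4 in both. Tags with exactly 2 copies made up 31.5% of the distinct sequences in OE-1 and 28.6% in WT. The 4151 sequences with at least 100 copies held 75.0% of all tags in OE-1, and 4113 such sequences held 78.1% in WT. A single tag was worth 0.302 TPM in OE-1 and 0.277 TPM in WT. A share of 3 tags, set here as the smallest signal counted, was 0.907 TPM in OE-1 and 0.831 TPM in WT. The libraries shared 49125 of 113762 distinct sequences, which held 95.8% of the OE-1 tags and 97.2% of the WT tags. Each sequence was compared between the libraries by a Fisher's exact test of its copies against the library total, with Benjamini-Hochberg adjustment over all sequences. This test covers the sampling of tags only, not the variation between plants. The choice of library normalization shifts all ratios together: edgeR's TMM factors were 1.06 for OE-1 and 0.942 for WT.

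**Figure D1:**
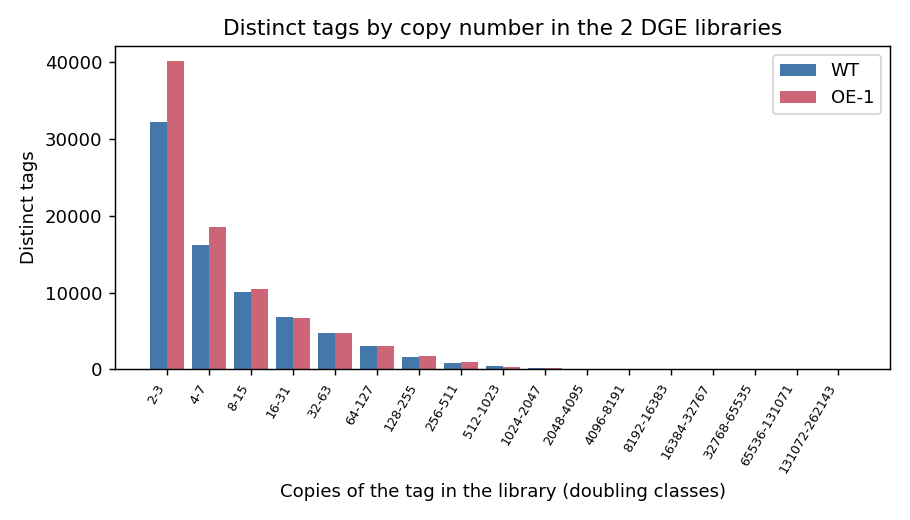
Number of distinct tags (vertical axis) by their copy number in the library (horizontal axis, classes that double in width) for WT and OE-1, 1 library each. The class of 2 to 3 copies is the largest in both, with 40121 sequences in OE-1 and 32224 in WT.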

To explore the possible molecular mechanism of OsMYB103L’s effects on rice leaf development, we examined the expression profile in OE-1 and WT leaf blades using Digital Gene Expression profiling analysis (DGE). In all, 3,036 annotated genes showed expressions with more than twofold difference between OE-1 and WT, of which 2,026 genes were up-regulated and 1,010 genes were down-regulated (Additional file 1: Figure S2 and Additional file 2: Table S1). 

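At the level of distinct tag sequences, 83352 differed more than 2-fold in TPM between OE-1 and WT when a TPM of 0 was set to 0.01, the value the paper's Table S2 gives to a gene with no tag. Of these, 48857 were increased and 34495 were decreased in OE-1 (no replicates). Most rest on a few copies. The sequences found in OE-1 only numbered 37551, and those found in WT only numbered 27086, each with a median of 2 copies. Since 2 is also the smallest deposited copy number, absence from a library may also mean 1 copy. When an adjusted p of at most 0.001 by Fisher's exact test was also required, 5350 sequences remained, of which 2973 were increased and 2377 were decreased. Among these, 832 had no copy in the other library, and 4518 had copies in both. At this depth a sequence absent from WT needed at least 14 copies in OE-1 to pass, and a sequence absent from OE-1 needed at least 16 copies in WT. Among the 18421 sequences with at least 10 copies in both libraries, the median log2 ratio of OE-1 to WT was 0.198. Under edgeR's exactTest with an assumed biological coefficient of variation of 0.4, the alternative that moved the count most, 69 sequences passed. The larger direction depended on the setting. With TMM factors 2206 sequences were increased and 3014 were decreased past both limits, and with DESeq2 size factors 2313 and 2682. The tags could not be assigned to genes, so the number of genes past 2-fold was not recomputed. The paper's own gene list is shown in part: 1998 rows of Table S1, all increased, with log2 ratios from 1.016 to 12.57. Of the 106 rows with a log2 ratio above 7, 105 equal the ratio of a whole number of OE-1 tags, by the library total given in the files, to a TPM of 0.01, that is, no tag in WT. The remaining row is OsMYB103L (LOC_Os08g05520). The largest ratio, 12.57 for LOC_Os03g02460, corresponds to 201 tags in OE-1 and none in WT. The smallest such count is 12 tags, with p = 0.000143 by Fisher's exact test. OsCESA9 and OsCESA11 are up more than 2-fold in Table S2 but are not among the visible rows. A false discovery rate limit may thus lie behind the list besides the 2-fold rule. The 83352 sequences, counted without a test, are therefore not a counterpart of the paper's gene count.

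**Figure D2:**
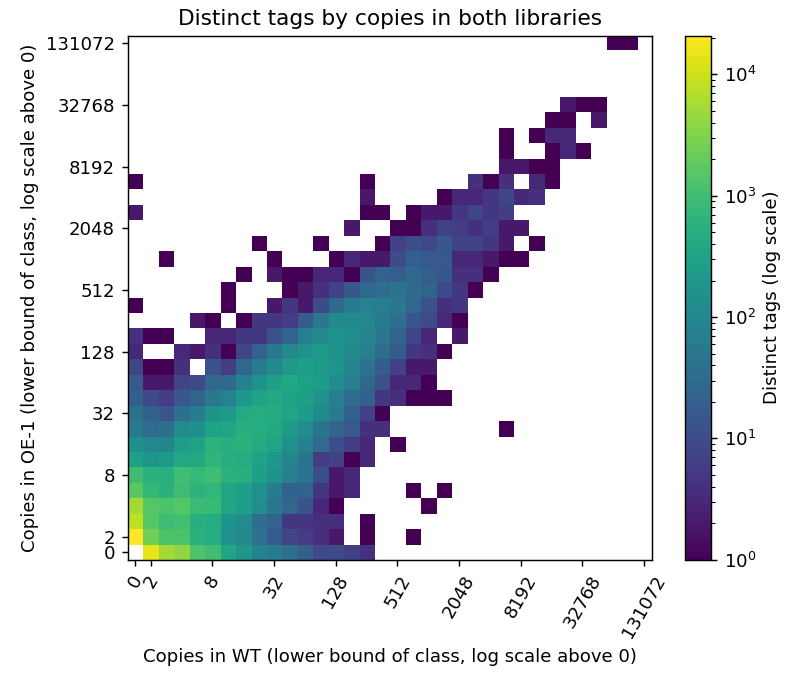
Number of distinct tags (colour, log scale) by their copies in WT (horizontal axis) and in OE-1 (vertical axis), 1 library each, in classes that widen on a log scale above 0. The brightest classes hold tags with 2 copies in a library and 0 in the other, while the sequences with many copies lie along the diagonal.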

To obtain an ontological profile of the up- or down-regulated genes, ontological terms were assigned, and the enrichment significance was analyzed by AgriGO [51]. Twenty-one Gene Ontology (GO) terms were significantly enriched in the up-regulated gene set, showing that up-regulated genes were involved in multiple biological processes, such as metabolism, biogenesis, localization, and cellular processes (Figure 5A and Additional file 1: Figure S3). 

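In the part of Table S1 available here, 7 of the increased genes are described as cellulose synthase or cellulose synthase-like. OsCESA4, OsCESA7, OsCESA8 and OsCESA1 are 4 of them. The paper's TPM values for these genes, multiplied by the number of tags in each library, give whole tag counts (no replicates). OsCESA8 had 268 tags in WT and 1533 in OE-1, and OsCESA4 had 25 and 277. OsCESA7 had 18 tags in WT and 54 in OE-1, and OsCESA1 had 35 and 71. By Fisher's exact test with Benjamini-Hochberg adjustment over the 11 genes of Table S2, the adjusted p was 2.7e-239 for OsCESA8, 2.1e-59 for OsCESA4, 9.6e-06 for OsCESA7 and 0.000134 for OsCESA1. When the test was edgeR's exactTest with an assumed biological coefficient of variation of 0.4, the adjusted p of these genes rose to 0.0108, 0.00106, 0.165 and 0.322. For the 3 cellulose synthase-like genes the paper's log2 ratios are 5.31 for CSLE1 (LOC_Os09g30120), 2.76 for CSLC2 (LOC_Os09g25900) and 1.96 for CSLH1 (LOC_Os10g20090), and their tags could not be identified. The gene lists of the GO terms are not in the files analysed here, so their enrichment was not recomputed. The paper reasons from the enriched terms, and from an earlier report on another rolled leaf mutant, that cellulose synthesis could be related to the leaf phenotype.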

Meanwhile, we noticed that two GO terms, cellulose metabolic process (GO:0030243) and cellulose biosynthetic process (GO:0030244), were possibly related to the leaf rolling trait as reported in *rl14* mutant [2] (Additional file 1: Figure S3). Therefore, we compared the expression levels of the rice *CESA* genes [52]. Our DGE data showed that *OsCESA1*, *OsCESA4*, *OsCESA7, OsCESA8*, *OsCESA9,* and *OsCESA11* were up-regulated while *OsCESA5* and *OsCESA6* were down-regulated (Additional file 1: Table S2). 

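The tag counts behind these calls range from 0 to 1533. They were obtained from the paper's TPM values and the deposited library totals, and all 21 values that are not the 0.01 TPM floor fall on a whole number of tags. Intervals are exact 95% Clopper-Pearson limits and cover tag sampling only (no replicates). Among the increased genes, OsCESA8 (LOC_Os07g10770) had the most tags, with 268 tags in WT and 1533 in OE-1, a log2 ratio of 2.64 (interval 2.45 to 2.83). OsCESA4 (LOC_Os01g54620) rose from 25 to 277 tags, a log2 ratio of 3.60 (3.00 to 4.25). OsCESA7 (LOC_Os10g32980) rose from 18 to 54 tags, a log2 ratio of 1.71 (0.918 to 2.57), and OsCESA1 (LOC_Os05g08370) from 35 to 71 tags, a log2 ratio of 1.15 (0.543 to 1.77). OsCESA9 (LOC_Os09g25490) had 0 tags in WT and 2 in OE-1. Its log2 ratio of 5.92 depends on the 0.01 TPM that replaces 0, and Fisher's exact test gave p = 0.229. OsCESA11 (LOC_Os06g39970) had 2 tags in WT and 4 in OE-1 (p = 0.435, Fisher's exact test). Among the decreased genes, OsCESA6 (LOC_Os07g14850) had 41 tags in WT and 10 in OE-1, a log2 ratio of -1.91 (-3.07 to -0.888). OsCESA5 (LOC_Os03g62090) had 11 tags in WT and 2 in OE-1 (p = 0.0241 by Fisher's exact test, adjusted p 0.0331). The remaining genes changed less than 2-fold: OsCESA2 had 23 and 34 tags, and OsCESA3 had 421 and 693, with a log2 ratio of 0.845 (0.668 to 1.023). By the 2-fold rule alone, 6 of the 10 genes were increased and 2 were decreased. With an adjusted p of at most 0.001 as well, 4 were increased (OsCESA1, OsCESA4, OsCESA7 and OsCESA8) and 1 was decreased (OsCESA6). An assumed biological coefficient of variation of 0.4 in edgeR's exactTest left 0 genes past that adjusted p in either direction. With 0.2, 2 increased genes (OsCESA4 and OsCESA8) and 0 decreased genes were left. The paper calls 6 genes up-regulated and 2 down-regulated in Table S2, and takes them on to qRT-PCR.

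**Figure D3:**
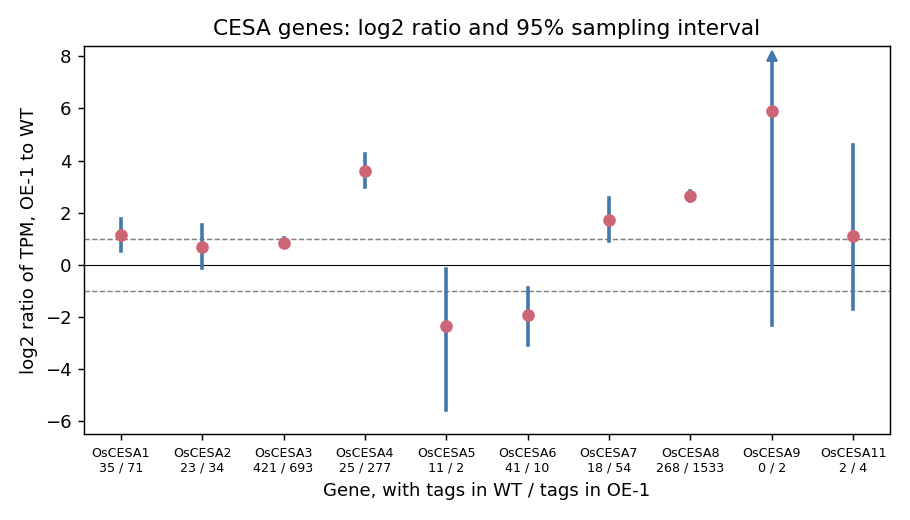
Points show the log2 ratio of TPM between OE-1 and WT (vertical axis) for the 10 CESA genes (horizontal axis, with tags in WT and in OE-1), 1 library each. Vertical lines are exact 95% sampling intervals, the arrow marks a gene with no tag in WT and so no upper limit, and dashed lines mark 2-fold changes. The intervals of OsCESA2, OsCESA9 and OsCESA11 include 0.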

We verified the expressions by qRT-PCR for these *CESA* genes in three independent lines (OE-1, OE-4 and OE-8). Four *CESA* genes, *OsCESA4*, *OsCESA7*, *OsCESA8*, and *OsCESA9*, showed significantly increased transcript levels; while one gene, *OsCESA6*, was down-regulated in the OE plants (Figure 5B). 

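In the DGE libraries, the genes whose calls rest on the fewest tags were OsCESA9, with 2 tags over both libraries, OsCESA11, with 6, and OsCESA5, with 13 (no replicates). The log2 ratio of OsCESA11 was 1.13 with an exact 95% interval from -1.68 to 4.59, so the direction of its change was not resolved. The log2 ratio of OsCESA5 was -2.33 with an interval from -5.55 to -0.138. OsCESA1, with 106 tags, had a log2 ratio of 1.15 and an interval from 0.543 to 1.77, which includes ratios below 2-fold. The intervals of OsCESA7 (0.918 to 2.57) and OsCESA6 (-3.07 to -0.888) also include changes below 2-fold. Replacing the library totals by edgeR's TMM factors brought the log2 ratio of OsCESA1 to 0.972 and that of OsCESA11 to 0.952. The qRT-PCR values are not in the files analysed here. The paper attributes the difference between the methods for OsCESA1 and OsCESA11 to their low ratios in the DGE data.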

The qRT-PCR analysis was largely consistent with the DGE analysis except three genes, *OsCESA1* and *OsCESA11* of which, due to their relatively low Log_2_Ratio in DGE data. CESAs are proteins responsible for cellulose synthesis in plants [52-54], thus alteration of *CESA* expression may change the cellulose content. Therefore, we measured cellulose content in leaf blades of WT and OE plants. The results showed that OE leaf blades had 13% higher cellulose content compared to WT (Figure 5C). 

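Of the measurements joined here, only the DGE tags of OE-1 and WT are in the files analysed here. Over the 10 CESA genes of Table S2, 844 tags were counted in WT and 2680 in OE-1 (no replicates). OsCESA8 alone gave 268 of the WT tags and 1533 of the OE-1 tags. OsCESA3, the most abundant CESA gene in WT, gave 421 and 693. With TMM factors in place of the library totals, the log2 ratio of OsCESA8 moved from 2.64 to 2.47 and that of OsCESA4 from 3.60 to 3.42. Together with its qRT-PCR and cellulose measurements in the OE lines, the paper proposes from these increases that OsMYB103L acts on CESA expression. It adds that cellulose synthesis may be affected in turn.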

These results suggest that *OsMYB103L* regulates *CESA* gene expression and may consequently influence cellulose synthesis in rice.

**Figure 5:**
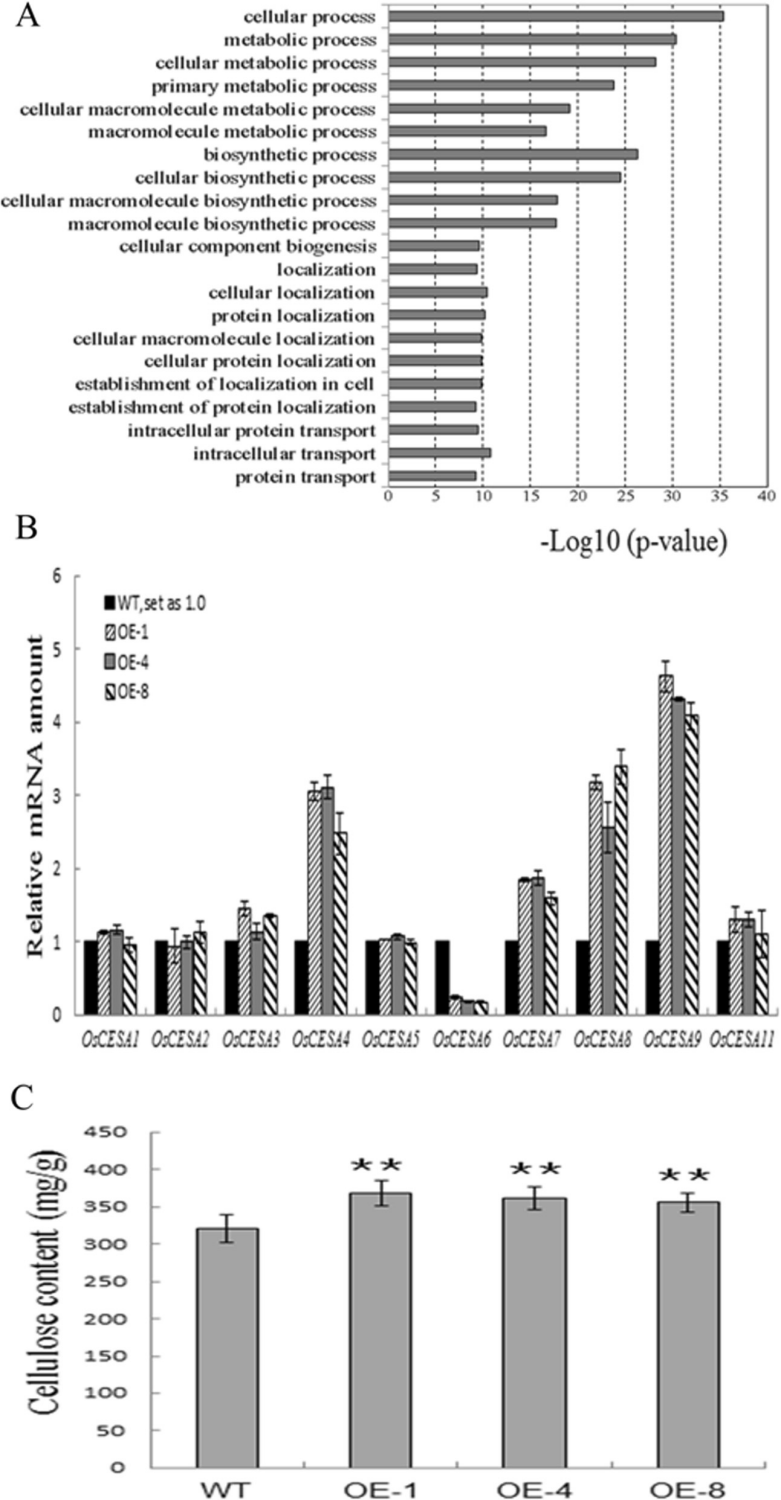
**DGE, qRT-PCR and chemical analysis of wild type (WT) and *OsMYB103L *overexpression (OE) plants. (A)** Main clusters identified by GO enrichment analysis of genes up-regulated in OE compared with WT. In each GO biological process category, the bar indicates the fold enrichment, which is defined as -Log10 (P value). The up-regulated genes are involved in multiple biological processes, such as metabolism, biogenesis, localization and transport. **(B)** Relative expression of rice *CESA* genes in WT and OE was determined by qRT-PCR analysis. The transcript levels of genes were normalized to the levels of *ACTIN1* gene expression. The transcript levels of these genes in WT were arbitrarily set to 1. Values are the mean ± SD of three replicates. **(C)** Measurement of cellulose content in WT and OE. Cellulose content (milligrams per gram of total cell wall residues) of the flag leaf segments from WT and OE plants. The error bars were obtained from five measurements. Asterisks (**) indicate a significant difference between transgenic plants and WT controls at P < 0.01, by Student’s *t*-test.

### Knockdown of *OsMYB103L* decreases the mechanical strength and cellulose content of leaves

To explore the intrinsic function of *OsMYB103L*, we analyzed the phenotypes of mutants with decreased expression levels. Since the loss-of-function mutants were not available, we created RNAi-knockdown plants for *OsMYB103L.* Six independent RNAi transgenic lines were obtained. Quantitative RT-PCR analyses showed that the expression level of *OsMYB103L* was significantly decreased in leaves of the RNAi lines compared with that of WT (Figure 6A). There were no obvious morphological changes in RNAi lines. However, in the heading stage of the RNAi plants, we noticed that the leaves were brittle. When the leaf blade was bent, WT leaves were flexible while the leaves of RNAi lines were broken easily, especially in the midribs (Figure 6B). The force required to break the leaf blades was 50% less for the RNAi lines than that for WT (Figure 6C). The weakened mechanical strength may relate to the altered cellulose content in leaf blades. We measured the cellulose content in leaf blades of WT and RNAi plants. Compared with WT, the levels of cellulose content in RNAi lines were significantly decreased (Figure 6D). Therefore, the decreased mechanical strength of RNAi plants might result from the decreased cellulose content. We determined the expression levels of ten *CESA* genes by qRT-PCR, and found that three *CESA* genes, *OsCESA4*, *OsCESA7*, and *OsCESA9* were significantly down-regulated in the RNAi lines (Figure 6E). These results suggest that the down-regulated CESA genes in *OsMYB103L* RNAi plants may lead to a decreased level of cellulose content and the weakened mechanical strength of transgenic leaf blades.

**Figure 6:**
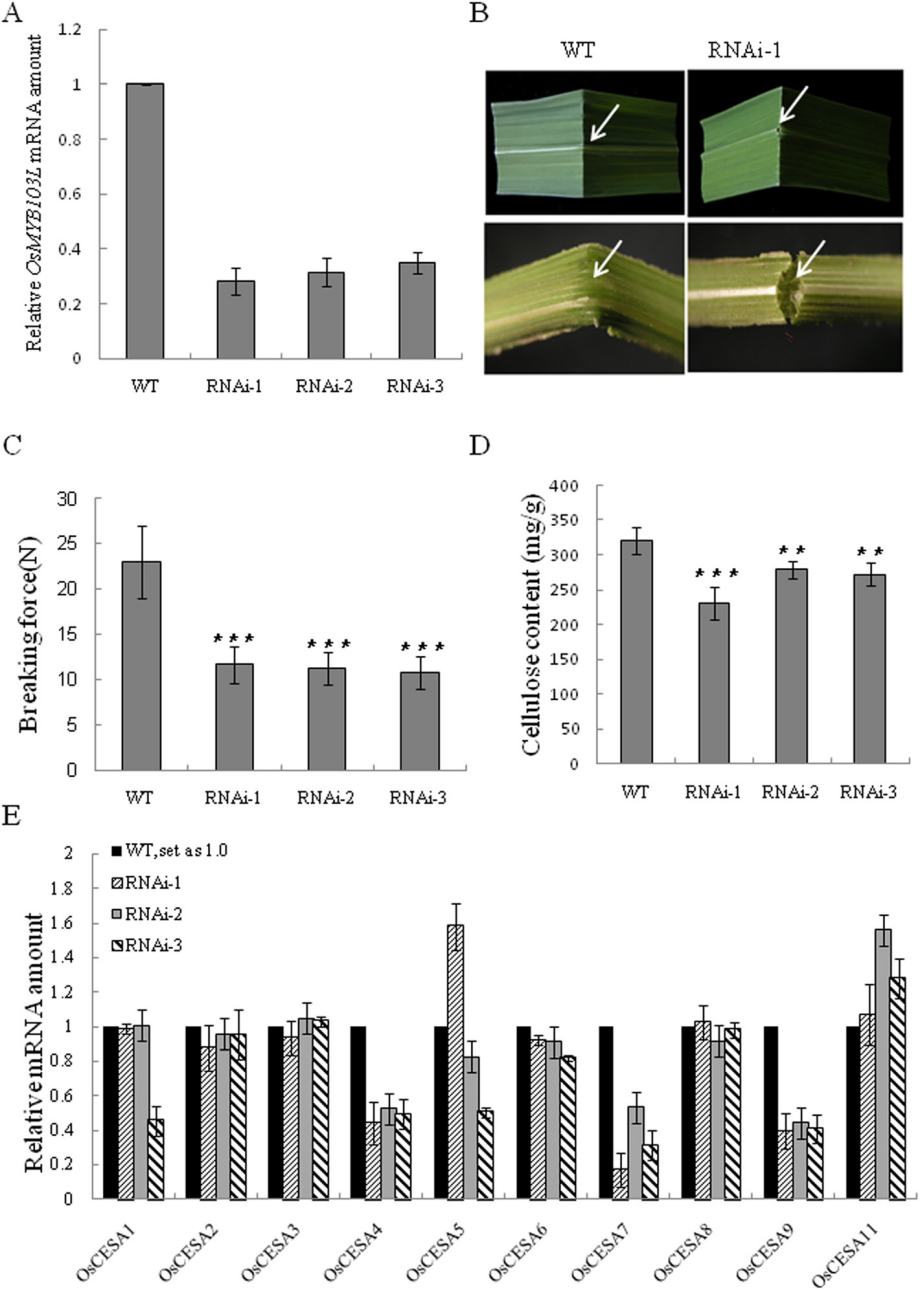
**Down-regulation of *OsMYB103L *decreases mechanical strength and affected cellulose biosynthesis. (A)** Quantitative RT-PCR analysis for RNAi transgenic plants. The transcript levels of *OsMYB103L* in WT were arbitrarily set to 1. Values are the mean ± SD of three replicates. **(B)** An easily broken *OsMYB103L* RNAi-1 leaves, as indicated by the arrow. **(C)** The force required to break WT and *OsMYB103L* RNAi lines flag leaves. Error bar represents SD (n =10 in each measurement). **(D)** Comparison of cellulose content between the wild type and *OsMYB103L* RNAi lines flag leaves. Error bar represents SD (n = 5 in each measurement). **(E)** Relative expression of rice *cellulose synthase* (*CESA*) genes in wild type (WT) and *OsMYB103L* RNAi plants was determined by qRT-PCR analysis. The transcript levels of genes were normalized to the levels of *ACTIN1* gene expression. The transcript levels of these genes in wild type were arbitrarily set to 1. Values are the mean ± SD of three replicates. Asterisks (** or ***) indicate a significant difference between transgenic plants and WT controls at P < 0.01 or 0.001, respectively, by Student’s *t*-test.

## Discussion

By screening phenotypes of a transgenic rice population overexpressing rice genes in MYB family, we identified a rice leaf rolling-related *R2R3-MYB* gene, *OsMYB103L*. We showed its activity of transcriptional activation and described its influence on leaf rolling. We further showed that the altered expression of *OsMYB103L* resulted in changes in *CESA* gene expression, cellulose content, and mechanical strength in rice leaf. These results suggest that *OsMYB103L* may have important biological functions in rice leaf development.

Leaf rolling is one of the frequently observed phenotypes in rice and other cereals. It is one of the important agronomic traits for high yield rice varieties [6-9]. Although many cultivars and mutants in rice show several types of leaf rolling phenotypes and a number of leaf rolling related genes have been identified [1-3,19,20,55], the mechanisms underlying the rolling phenomena remain to be elucidated. It is generally realized that two major factors can influence leaf rolling. The first one is the establishment of cell polarity and differentiation, and the second is physiological factors, such as osmotic pressure or turgidity in bulliform cells [1,2,56,57]. Previous studies on mutants defective in leaf development in *Arabidopsis thaliana*, maize, and rice have shown that leaf rolling is related to the defective development of the leaf polarity along the adaxial–abaxial axis [1,58]. However, we did not observe obvious alterations in leaf polarity in the *OsMYB103L* overexpressing plants by histological analysis (Figure 4D) and SEM observations (Additional file 1: Figure S4). Instead, we found that the bulliform cells in the rolled regions of OE leaves were smaller compared with that of WT leaves (Figure 4D). Several investigations have shown that bulliform cells are involved in leaf rolling [2,59]. Loss of turgor pressure in bulliform cells could lead to leaf “roll up” during water stress [56]. Here the observed abnormal bulliform cells in the leaves of *OsMYB103L* overexpressing plants are consistent with those described in a number of known rolled leaf mutants [2,20]. For instance, c*ow1* and *rl14* mutants showed rolled leaves with serious shrinkage and smaller bulliform cells, but with no obvious defects in leaf polarity [2,20]. Therefore, our results suggest that the abnormal bulliform cells, rather than defects in leaf polarity, may account for the rolled leaf phenotype in *OsMYB103L* overexpressing plants to some extent.

Secondary cell walls constitute skeletal frameworks and furnish the plant body with mechanical strength [60,61]. Molecular and genetic studies in the model plant, *Arabidopsis thaliana*, revealed that a group of secondary wall-associated NAC domain (SWN) transcription factors are master switches regulating a cascade of down-stream transcription factors, such as MYB transcription factors that leads to the activation of the secondary wall biosynthetic program [62,63]. It has been reported that *AtMYB103* (*At1g63910*) is directly activated by the master switches, SWNs [62,63]. In *Arabidopsis thaliana*, overexpression of *R2R3-MYB* gene *AtMYB103* led to a noticeable increase in the secondary wall thickness, while its dominant repression caused reduction in secondary wall thickness of both xylary fibers and interfascicular fibers [50,64]. It has been proposed that AtMYB103 has the potential to induce the expression of genes involved in cellulose biosynthesis [50]. The transcriptional network regulating secondary cell wall biosynthesis may be evolutionarily conserved in plants, however, little is known about the detailed regulatory programs in grass species, such as rice [65].

Based on our analyses on the *OsMYB103L* and its encoded protein, we deduced that *OsMYB103L* might be an ortholog of *AtMYB103* in rice. We wondered whether it has the conserved functions in rice, a model plant in monocotyledon, and addressed this question by reverse genetics, including overexpression and RNAi-knockdown approaches. Our study showed that overexpression of *OsMYB103L* resulted in rolled leaves and knockdown of *OsMYB103L* led to brittle leaves (Figures 4B and 6B). Further analyses disclosed that the expression of four rice *CESA* genes, *OsCESA4*, *OsCESA7*, *OsCESA8*, and *OsCESA9*, was increased significantly in transgenic overexpression rice plants (Figure 5B and Additional file 2: Table S1) whereas three of these *CESA* genes, *OsCESA4*, *OsCESA7*, and *OsCESA9*, were significantly down-regulated in the RNAi lines (Figure 6E). OsMYB103L is a putative R2R3 MYB transcription factor, which is expected to regulate gene expression by binding to the promoters of its downstream genes. Putative MYB binding sequences (MBSs) can be identified by using the tools described in PLACE (A Database of Plant Cis-acting Regulatory DNA Elements; http://www.dna.affrc.go.jp/PLACE/) [66]. We did find two and even more CNGTTR sites, the putative MBSs, in the respective promoter regions of these *CESA* genes (Additional file 1: Figure S5). Therefore, we hypothesized that these *CESA* genes would be the targets of OsMYB103L. Further investigation, such as chromatin immunoprecipitation (ChIP) and electrophoretic mobility shift assay (EMSA), could be carried out to prove it.

In higher plants, CESAs were characterized as catalytic subunits of cellulose synthase complexes [67,68]. In this study, our results showed that the cellulose content of mature leaves was higher in overexpression lines than that in WT (Figure 5C) while the *OsMYB103L* RNAi lines had decreased cellulose content in the leaf blades (Figure 6D). The results indicate that OsMYB103L may regulate the expression levels of *CESA* genes, which could subsequently alter the cellulose content. However, we also noticed that the contents of cellulose were not positively correlated with the expression levels of *OsMYB103L* in transgenic plants, especially in the overexpression lines. Plant *CESA* genes are members of multigene families [69]. *Arabidopsis* has 10 CESA isoforms which can be classified into six orthologous groups having non-redundant functions in cellulose synthesis as revealed by mutational analysis [53]. Rice also has 10 CESA isoforms, of which OsCESA4, OsCESA7 and OsCESA9 were showed non-redundant functions in cellulose synthesis specifically in secondary walls [52,70]. Based on these, we speculate that most rice CESAs might also play distinctive roles in cellulose synthesis. Some particular *CESA* gene expression induction may not lead to significant change of cellulose content. Therefore, changed expressions of several *CESAs* in *OsMYB103L* transgenic lines may not induce obviously changes in cellulose content of the transgenic plants.

In addition, our study demonstrated that *OsMYB103L* RNAi-knockdown plants possessed brittle leaves with obviously decreased mechanical strength and reduced cellulose content in the leaf blades (Figure 6B- 6D). Of note, reduced cellulose content and inferior mechanical strength are the common phenotypes of *CESA* mutants, such as *irx1* to *irx3* in *Arabidopsis* and *brittle culm13* (*bc13*) in rice [70-72]. Thus, we wondered whether mechanical strength was elevated due to the increased cellulose in *OsMYB103L* overexpression plants. Therefore, we also measured the mechanical strength of the overexpression lines of *OsMYB103L*. Nevertheless, the leaves of overexpression plants did not show statistically significant changes in mechanical strength compared to wild type (Additional file 1: Figure S6). Mechanical strength is a complex trait, which can be affected by many factors [73,74]. Perhaps, in our case, the increase of cellulose contents was not enough to cause the change of mechanical strength in *OsMYB103L* overexpression plants.

Moderate leaf rolling has been regarded as one of the important agronomic traits in high yield rice cultivars [6-9], and selection of this trait has been applied for rice breeding directly or indirectly in China [5,6]. One of the successful examples is the breeding of super-hybrid rice, Liang-You-Pei-Jiu (LYP9) [75,76]. LYP9 has moderate xrolling leaves and is widely cultivated throughout southern China due to its high yield and seed quality. The successful cultivation of LYP9 is therefore taken as an example for improving crop yield and quality using the rolled leaf trait [77]. Therefore, identification of genes that regulate leaf rolling would be beneficial to breeding. In this study, we report that overexpression of *OsMYB103L* in rice results in leaf rolling, which suggests that *OsMYB103L* could be a potential target for genetic manipulation of leaf shape and plant architecture in rice. In addition, leaf brittleness is an important agronomic trait for rice and other crops since it affects not only grain production but also the utilization of cereal straw as animal forage [74]. Here, we found that down-regulation of the expression level of *OsMYB103L* decreases mechanical strength in rice plants, suggesting that *OsMYB103L* could be engineered for favorable leaf brittleness in rice, as well as in other cereal and forage crops.

## Conclusions

In this study, an R2R3 MYB transcription factor, *OsMYB103L*, has been identified in rice. We show that overexpression of *OsMYB103L* in rice results in leaf rolling, increased cellulose content, and elevated expression of genes encoding cellulose synthase (CESA). Besides, the RNA interference (RNAi)-knockdown of *OsMYB103L* leads to a weakened mechanical strength and decreased cellulose content in leaves. Moreover, the expression levels of several *CESA* genes are up-regulated in *OsMYB103L* overexpression lines while down-regulated in *OsMYB103L*-knockdown lines. Collectively, this work demonstrates that *OsMYB103L* impacts leaf shape, cellulose synthesis, and mechanical strength in rice.

## Methods

### Plant materials and growth conditions

Rice (*Oryza sativa* L.) subspecies *indica* cultivar Kasalath and *japonica* cultivar Nipponbare were used for analysis. Rice seeds from control wild type and transgenic lines were immersed in water for 2 days and grown in a soil seed bed for approximately 30 days, and then the seedlings were transplanted to the field and/or greenhouse for further analysis. Plants maintained in greenhouses were grown under standard conditions at 28°C with 16 h of light. The fields were located in the Experimental Stations (Beijing and Hainan) of the Institute of Genetics and Developmental Biology, Chinese Academy of Sciences, Beijing, China.

### Bioinformatics analysis

A search for OsMYB103L homologs was performed using the National Center for Biotechnology Information (NCBI) BLAST server (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Domain prediction was performed using the Pfam database (http://pfam.sanger.ac.uk) and the NCBI Conserved Domains database (http://www.ncbi.nlm.nih.gov/Structure/cdd/cdd.shtml). Alignment was performed with ClustalW using default setting (http://clustalw.ddbj.nig.ac.jp/). Unrooted neighbor-joining phylogenetic tree was constructed using the neighbor-joining algorithm with PHYLIP version 3.572c [78]. Bootstrap analysis was carried out with 1,000 replicates. TreeView was used to generate the graphical output [79].

### Subcellular localization

For detection of subcellular localization of OsMYB103L, the open reading frame (ORF) of *OsMYB103L* was amplified from the FL-cDNA clone (AK111808) and then was cloned into vector pEZR(K)-LN to create the 35S:OsMYB103L-GFP vector. The 35S: OsMYB103-GFP and empty vector (pEZR(K)-LN) were transformed into rice protoplasts by polyethylene glycol-mediated transformation method [80] or onion epidermis by particle bombardment using a PDS-1000/He biolistic particle delivery system (Bio-Rad, California, USA), respectively. Subcellular distribution of the OsMYB103L protein was visualized by fluorescent confocal microscopy (Leica TCS SP5, California, USA).

### Transactivation assay in yeast cells

The yeast strain Y2HGold, containing the *AUR1-C* and *MEL1* reporter genes with GAL4 binding elements in the promoters, respectively, was used as an assay system (Clontech, USA). The expression of *AUR1-C* confers strong resistance to the highly toxic drug Aureobasidin A (Aba). The activities of α-galactosidase which *MEL-1* encoded were examined by X-α-gal staining. The full-length, N-terminal MYB DNA-binding domain (1–160 Amino acids) or the C-terminal putative activation domain (161–359 Amino acids) were respectively cloned into pBD-GAL4 vector. The pBD vector was used as a negative control. All these plasmids were individually introduced into cells of yeast strain Y2HGold. The yeast transformants were grown on SD medium in the absence of tryptophan (SD/-Trp) for 2–3 days at 30°C. Transferred yeast cells were also grown on SD/-Trp in the presence of Aba and X-α-gal for 2–3 days at 30°C to monitor the generation of blue color.

### Promoter-GUS analysis

The promoter of the *OsMYB103L* (about 1.4 kb upstream of ATG) was amplified from the rice genomic DNA (cv. Nipponbare) using the primers 5′-GGATCCACTCCTGCGAGGCTCTGATACG-3′ and 5′-CCATGGATGCACTCT-AGATATCACTG-3′. Then, the DNA fragment was cloned into the pCAMBIA1301 (CAMBIA, Australia) vector resulting in fusion of the promoter and the GUS reporter gene. The *ProOsMYB103: GUS* construct was transformed into wild type rice cultivar Kasalath. About 20 independent transgenic lines were obtained after screening. GUS staining was performed according to the method of Jefferson *et al*. [81].

### Binary vectors construction and rice transformation

For the overexpression construct of *OsMYB103L*, gene-specific primers, 5′-*GGATCC*TGCTAGCAGCTAGATCAAG-3′ and 5′-*ACTAGT*GTCATCCTCCTG-TGTTTATT-3′ (*Bam*H I and *Spe* I sites italicized) were used to amplify the coding sequence of *OsMYB103L* using the FL-cDNA clone (AK111808) as template. The FL-cDNA clone was from the National Institute of Agrobiological Sciences, Japan [78]. The sequencing-confirmed PCR fragment was cloned into the vector pTCK303 [82] to create the overexpression vector of *OsMYB103L* driven by a maize *ubiquitin* promoter*.*

For the RNA interference (RNAi) construct of *OsMYB103L*, a fragment of approximately 325 bp was amplified from *OsMYB103L* with two primers, 5′-*GGTACCACTAGT*CCGTGAAGCTGGCGATGAAC-3 (*Kpn* I and *Spe* I sites italicized) and 5′-*GGATCCGAGCTC*CACGACGAGCCCGAACAAC-3′ (*Bam*H I and *Sac* I sites italicized). The sequencing-confirmed PCR fragment was cloned into the vector pTCK303 as previously described [82] to create the RNAi vector of *OsMYB103L* driven by a maize *ubiquitin* promoter*.*

These constructs were transferred to *Agrobacterium tumefaciens* strain LBA4404 by electroporation, and were transformed into an *indica* rice cv. Kasalath, respectively, according to the method of Hiei *et al*. [83].

### RNA extraction and qRT-PCR analysis

Total RNA was extracted from different tissues using Trizol reagent (Invitrogen, California, USA) according to the manufacturer’s protocol. After treatment with DNase to remove genomic DNA contamination, the first strand of cDNA was synthesized by M-MLV reverse transcriptase (Promega, USA). Relative quantification of gene expression by real-time PCR was performed on a Bio-Rad Chromo 4 Real Time PCR System (Bio-Rad, USA) with TransStart SYBR Green qPCR SuperMix Kit (TransGen, Beijing, China). The housekeeping gene *ACTIN1* was used as an internal control for normalization of RNA samples. Three replicates were carried out for each gene and each analysis was biologically repeated at least twice. Gene-specific primers are shown in Additional file 1: Table S3 line.

### Measurement of the leaf rolling index (LRI)

To determine the leaf rolling index (LRI), two measurements were taken, Lw (Expand the leaf blade and determine the greatest width of the leaf blade) and Ln (Measure the natural distance of the leaf blade margins at the same site). LRI was calculated as LRI (%) = (Lw-Ln)/Lw × 100 [3]. Data were collected on the flag (uppermost), second and third leaves on twenty individual plants at the time of flowering.

### Cellulose measurement

Mature leaves were cut into pieces and ground into powder under liquid nitrogen. The materials were then extracted twice with 70% ethanol at 70°C for 1 h. Cell wall materials were dried under vacuum for cellulose content measurement [84]. Whatman 3MM filter paper was used to establish a standard curve for quantification of cellulose. The anthrone reagent was used to determine the cellulose content.

### Breaking force test

To examine the mechanical strength in leaf blade, the leaf blades of flag leaves from developmentally matched transgenic rice plants and wild type plants were collected and immediately used for measurement. The forces that break the samples at leaf blades were measured with a digital force/length tester (5848 Microtester; Instron, USA).

### Scanning electron microscopy (SEM) observation

Samples were fixed in 2.5% glutaraldehyde solution. Fixed samples were dehydrated with gradual ethanol series, dried by critical-point drying method using liquid carbon dioxide (Model HCP-2, Hitachi, Tokyo), gold-coated with an Edwards E-1010 ion sputter coater (Hitachi, Tokyo), and then observed using a S-3000 N variable pressure scanning electron microscope (Hitachi, Tokyo).

### Microscopy

For light microscopic analysis, the samples were fixed in 2.5% glutaraldehyde solution, and then dehydrated through a graded acetone series. The samples were embedded in Epon812 (SPI CHEM) and polymerized at 70°C. Sections were cut with a microtome (Leica RM2265, Germany) and stained with 0.25% toluidine blue, and finally observed with a microscope (OLYMPUS BX41, Japan).

### Digital gene expression profiling (DGE) analysis

For digital gene expression analysis, transgenic overexpressor (OE-1) and wild type flag leaves were harvested for RNA extraction using TRIzol (Invitrogen) as described by the manufacturer. The digital expression analysis was performed by the Beijing Genomics Institute (http://www.genomics.cn) using the standardized procedure. The main reagents and supplies are Illumina Gene Expression Sample Prep Kit and Illumina Sequencing Chip (flowcell), and the main instruments are Illumina Cluster Station and Illumina HiSeqTM 2000 System. All clean tags were mapped to the reference sequences (ftp://ftp.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_Dbs/pseudomolecules/version_6.1/all.dir/all.cDNA) and only 1 bp mismatch is considered. Clean tags mapped to reference sequences from multiple genes were filtered. Remainder clean tags were designed as unambiguous clean tags. The number of unambiguous clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million clean tags).

The original data set is deposited in the National Institutes of Health Gene Expression Omnibus database under accession number GSE52394.

### Accession numbers

Sequence data used in this manuscript can be found in the Arabidopsis Information Resource (TAIR, http://www.arabidopsis.org) and the rice genome annotation database (http://rice.plantbiology.msu.edu) under the following accession numbers: *AtMYB103* (*At1g63910*), *AtMYB26* (*At3g13890*), *AtMYB50* (*At1g57560*), *AtMYB55* (*At4g01680*), *AtMYB61* (*At1g09540*), *AtMYB67* (*At3g12720*), *AtMYB86* (*At5g26660*), *OsMYB103L* (*Os08g05520*), *Os01g51260*, *Os01g18240*, *Os05g04820*, *Os07g31470*, *Os01g50720*, *Os04g38740*, *OsActin1* (*Os03g50890*), *OsCESA1* (*Os05g08370*), *OsCESA2* (*Os03g59340*), *OsCESA3* (*Os07g24190*), *OsCESA4* (*Os01g54620*), *OsCESA5* (*Os03g62090*), *OsCESA6* (*Os07g14850*), *OsCESA7* (*Os10g32980*), *OsCESA8* (*Os07g10770*), *OsCESA9* (*Os09g25490*), *OsCESA11* (*Os06g39970*).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

YC and DL carried out the most of molecular genetic studies, data analysis and drafted the manuscript. YC, XLiu, and XLi carried out the rice transformation. CJ participated in microscopy analysis. LH participated in bioinformatics analysis. XZ participated in phenotype analysis. CC and ZC participated in the data analysis. LZ and DL conceived of the study, and participated in its design, coordination and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 OsMYB103L-GFP is located to nucleus in onion epidermal cells. **Figure S2.** Number of differentially expressed genes in Digital Gene Expression profiling analysis (DGE) between wild type and *OsMYB103L* overexpressing plants. **Figure S3.** GO enrichment analysis of genes up-regulated in wild type and *OsMYB103L* overexpressing plants. **Figure S4.** Scanning electron micrographs (SEM) analysis. **Figure S5.** Schematic diagrams of the promoter regions of *OsCESA* genes. **Figure S6.** The force required to break flag leaves in wild type and *OsMYB103L* overexpression plants. **Table S2.** Expression levels of *CESA* genes in DGE analysis between wild type (WT) and *OsMYB103L* overexpressing plants (OE-1). **Table S3.** Primers of qRT-PCR used in this article. Click here for file

Additional file 2: Table S1 Genes that up- or down-regulated two-fold in DGE data of *OsMYB103L* overexpressing plants compared to that of the wild type (Excel File). Click here for file

# Supplementary material for: OsMYB103L, an R2R3-MYB transcription factor, influences leaf rolling and mechanical strength in rice (Oryza sativa L.)
**Source:** BMC Plant Biol. 2014 Jun 6;14:158. doi: 10.1186/1471-2229-14-158
**Supplement:** Additional file 1: Figure S1 — OsMYB103L-GFP is located to nucleus in onion epidermal cells. Figure S2. Number of differentially expressed genes in Digital Gene Expression profiling analysis (DGE) between wild type and OsMYB103L overexpressing plants. Figure S3. GO enrichment analysis of genes up-regulated in wild type and OsMYB103L overexpressing plants. Figure S4. Scanning electron micrographs (SEM) analysis. Figure S5. Schematic diagrams of the promoter regions of OsCESA genes. Figure S6. The force required to break flag leaves in wild type and OsMYB103L overexpression plants. Table S2. Expression levels of CESA genes in DGE analysis between wild type (WT) and OsMYB103L overexpressing plants (OE-1). Table S3. Primers of qRT-PCR used in this article.

**Additional file1**

**Legends for additional file1**

**Figure S1.** OsMYB103L-GFP is located to the nucleus in onion epidermal cells. GFP and the OsMYB103L-GFP fusion gene under the control of the CaMV 35S promoter were expressed transiently in onion epidermal cells. Left to right: GFP fluorescence image, transmission image, and merged image.

**Figure S2.** Number of differentially expressed genes in Digital Gene Expression profiling analysis (DGE) between wild type and *OsMYB103L* overexpressing plants. A total of 3036 annotated genes showed altered expression, of which 2026 genes were up-regulated and 1010 genes were down-regulated in *OsMYB103L* overexpressing plants compared to those in wild type.

**Figure S3.** GO enrichment analysis of genes up-regulated in wild type and *OsMYB103L* overexpressing plants. The red rectangle indicates two pathways possibly related to rolled leaf as reported in *rl14* mutant .

**Figure S4.** Scanning electron micrographs (SEM) analysis. SEM analysis of *OsMYB103L* overexpression lines (OE) and wild type (WT) rice plants showed that there was no obvious alteration in leaf polarity. The result showed that there was no obvious difference at the adaxial or abaxial surface between WT and OE. Bars = 50 mm.

**Figure S5.** Schematic diagrams of the promoter regions of *OsCESA* genes. Black lines represent the promoter region of the *OsCESA* genes. The MYB binding sequences (MBSs) were predicted using PLACE software (http://www.dna.affrc.go.jp/PLACE/; Higo et al., 1999). Black boxes on the line represent the putative MBSs. Numbers above indicate the distance away from the ATG. The translational start sites (ATG) were shown as +1 (Scale bars: 300 bp).

**Figure S6.** The force required to break flag leaves in wild type and *OsMYB103L* overexpression plants. Error bar represents SD (n =10 in each measurement).

**Table S2.** Expression levels of *CESA* genes in DGE analysis between wild type (WT) and *OsMYB103L* overexpressing plants (OE-1).

**Table S3.** Primers of qRT-PCR used in this article.

**Supplementary Figures**

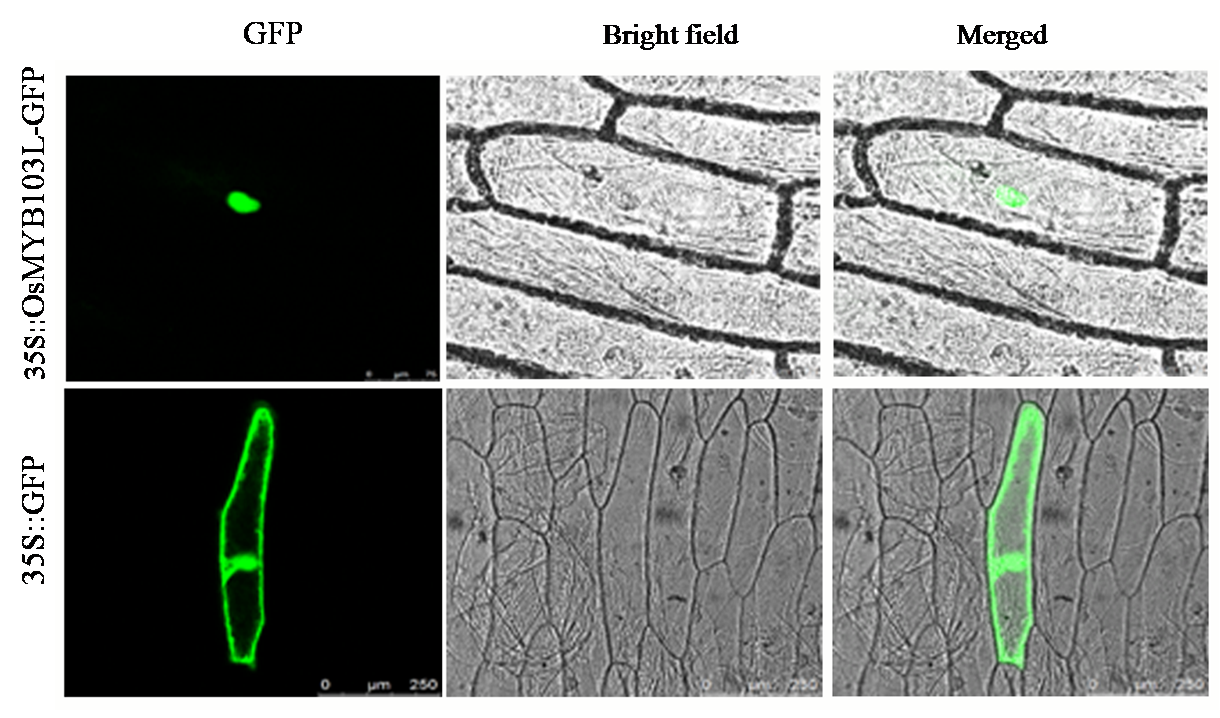

**Figure S1.**

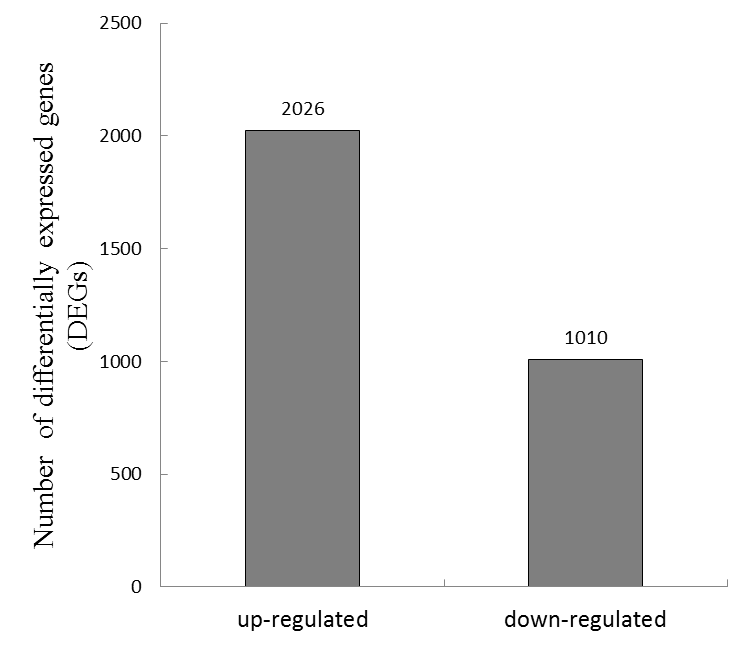

**Figure S2.**

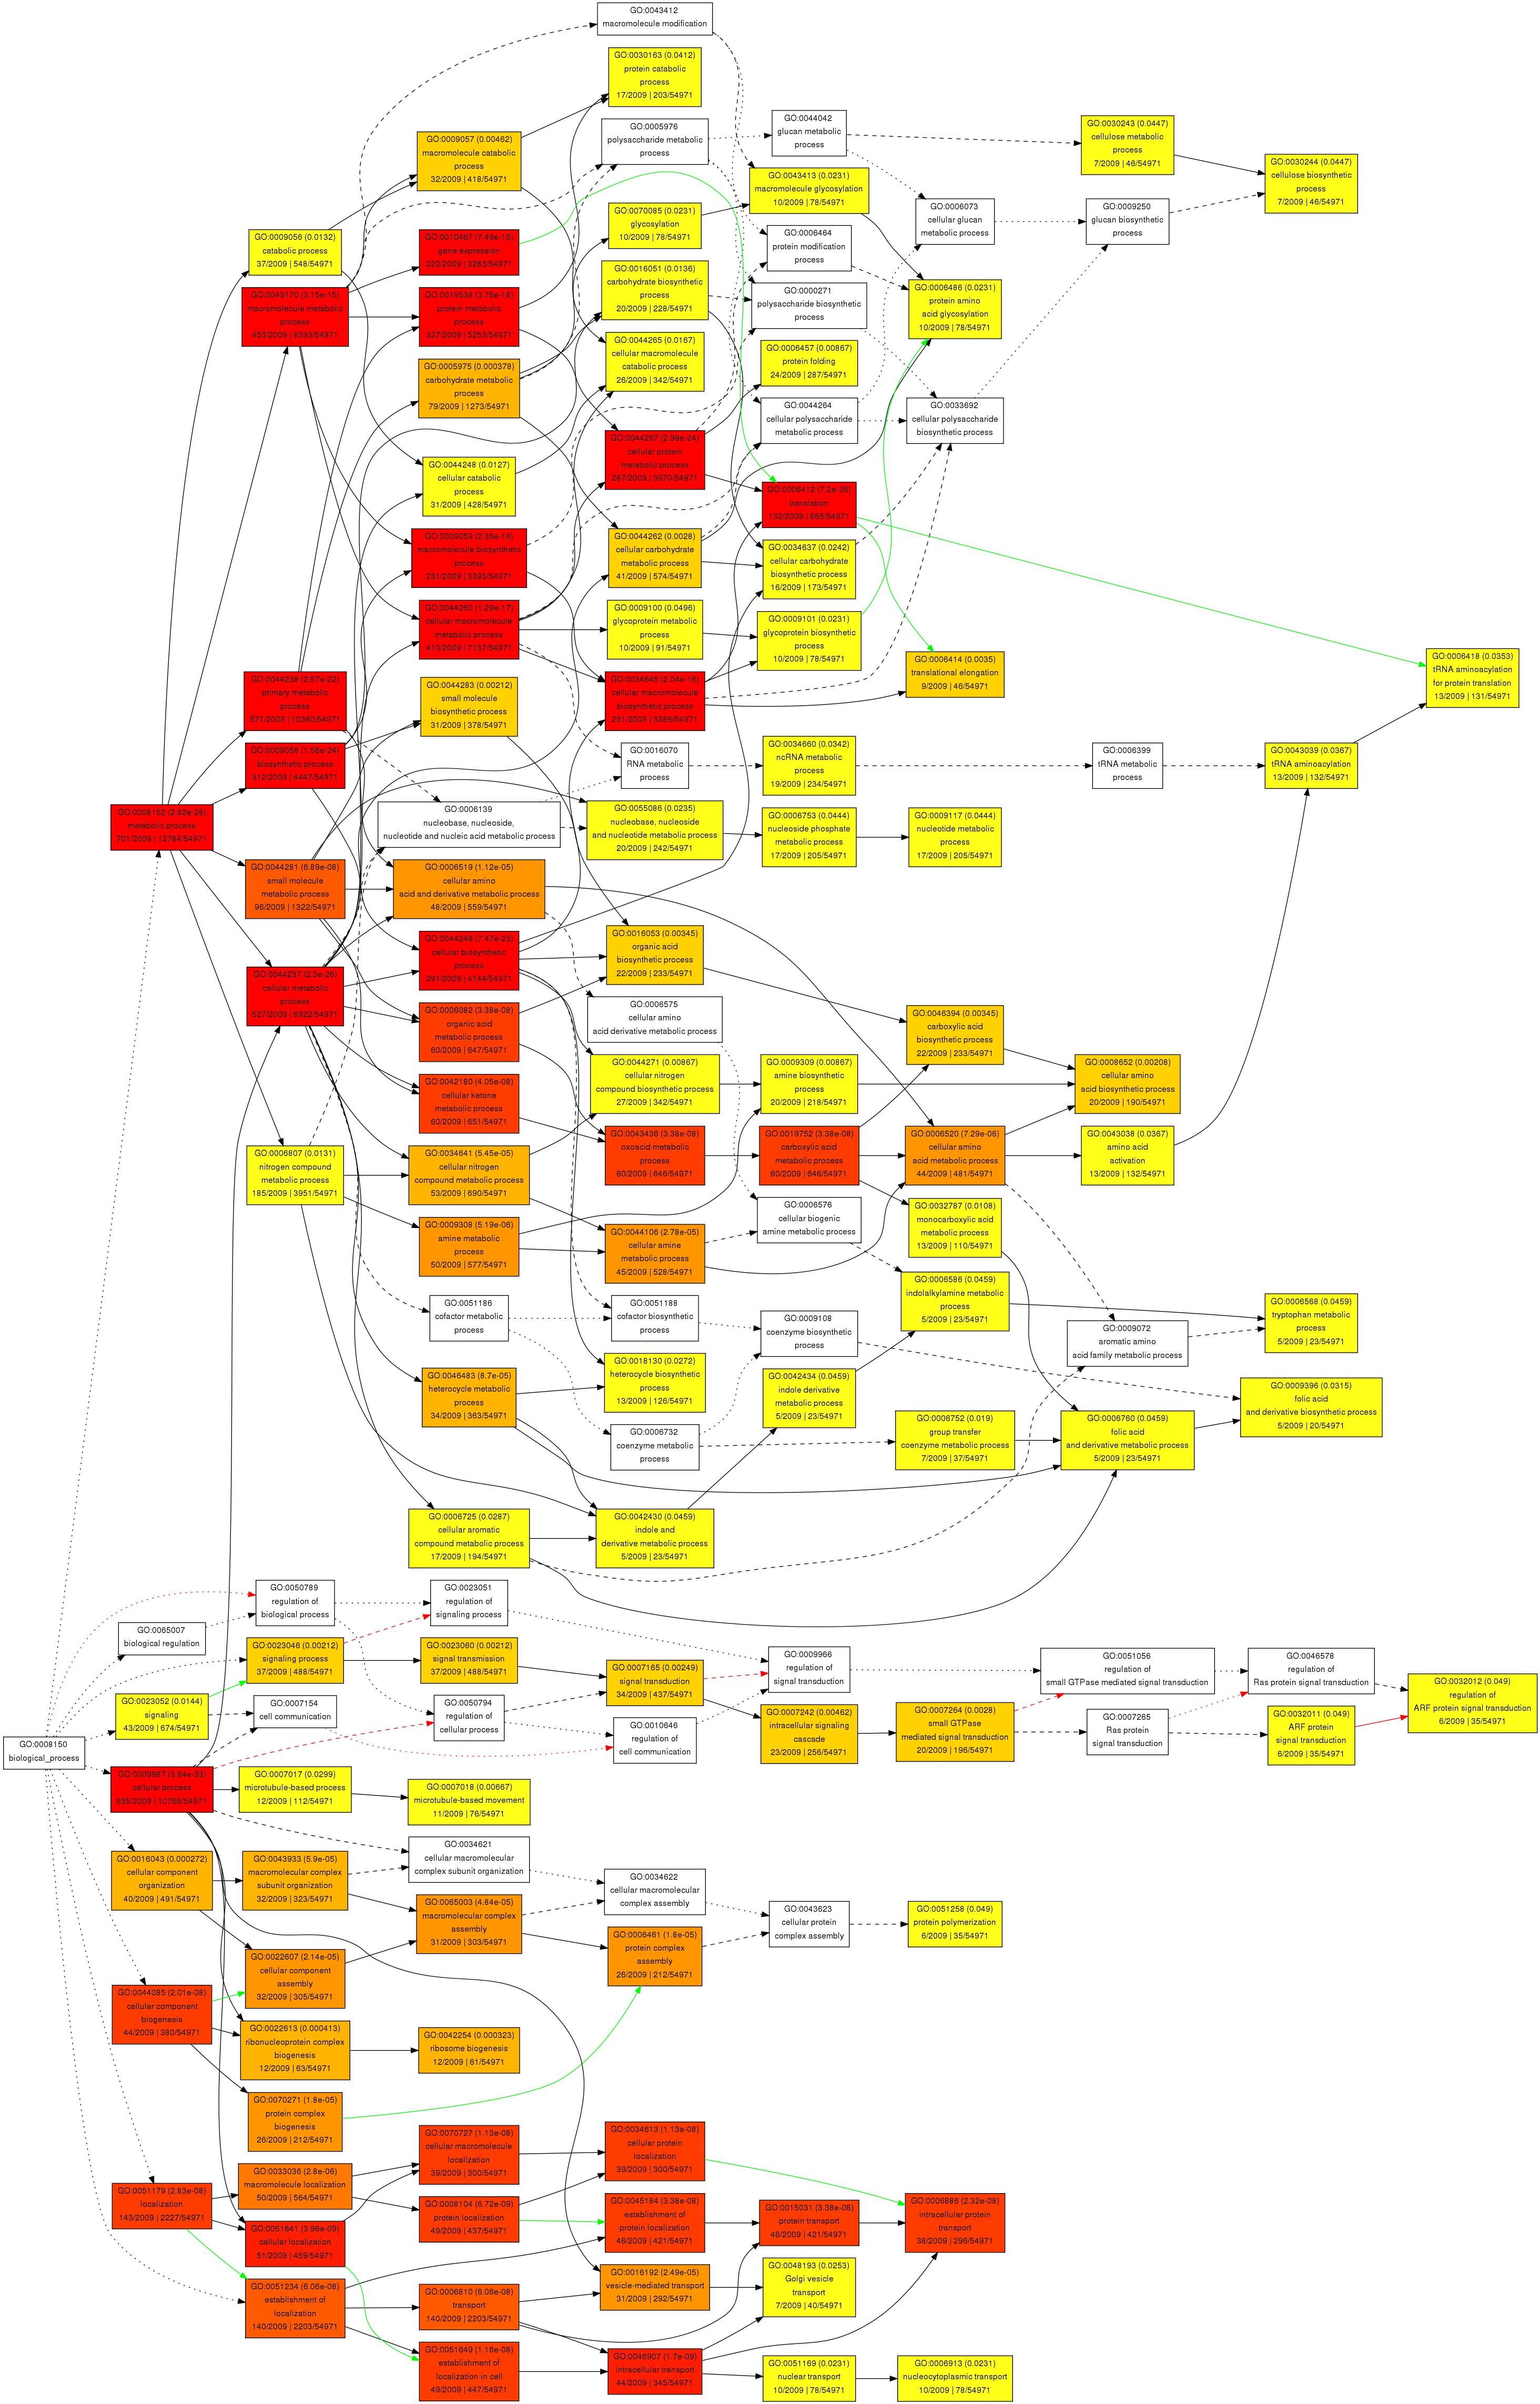

**Figure S3.**

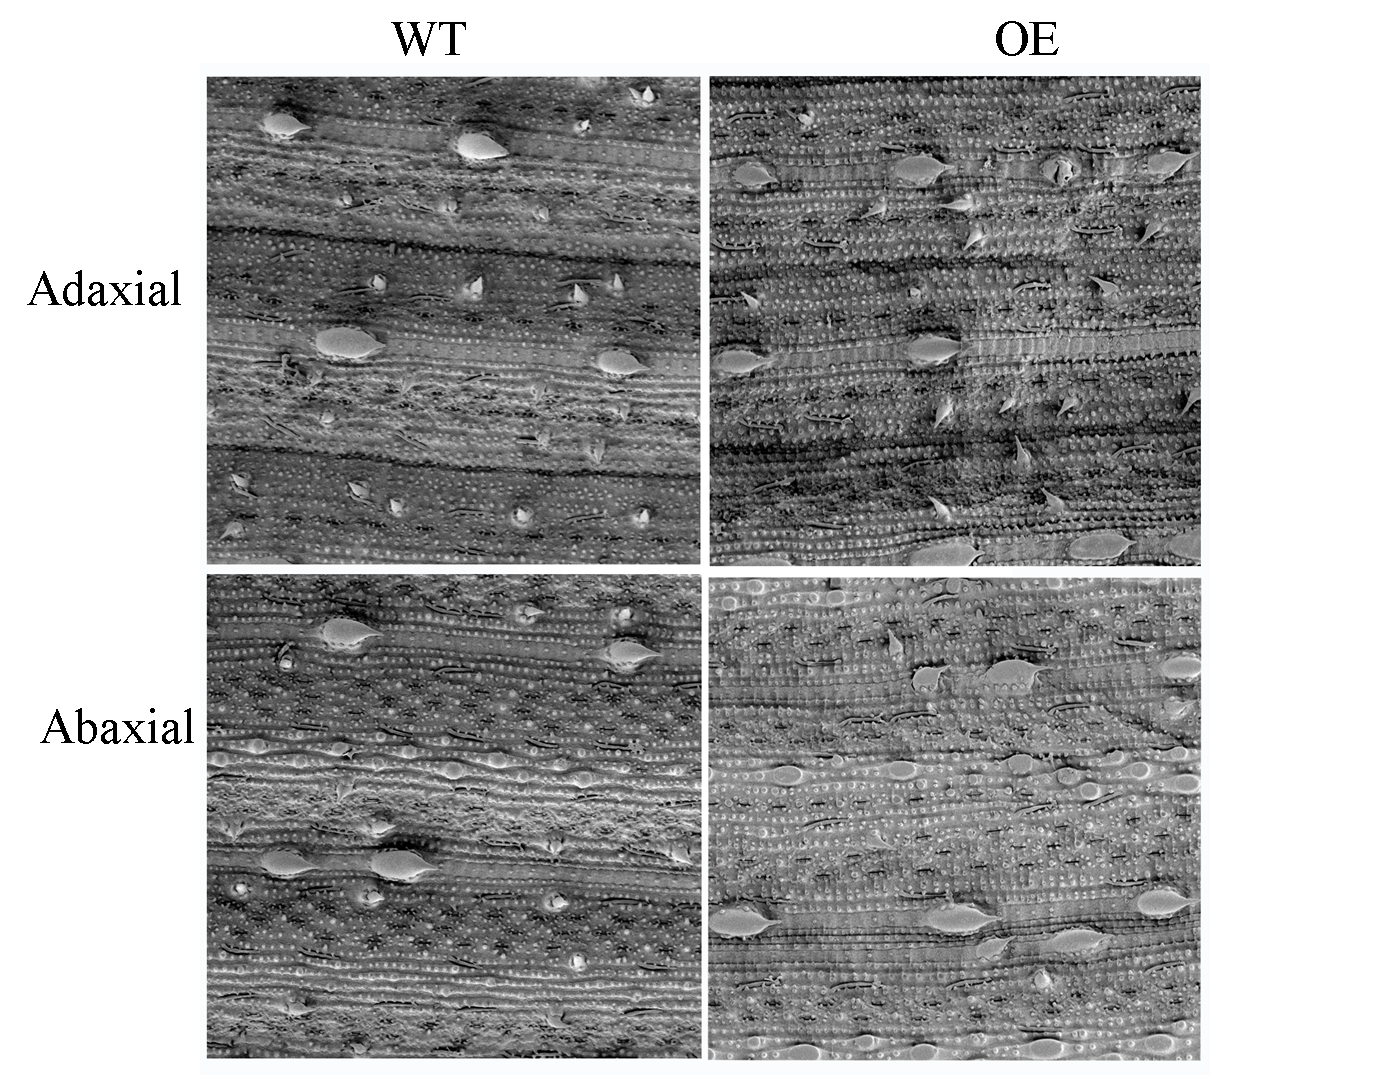

**Figure S4.**

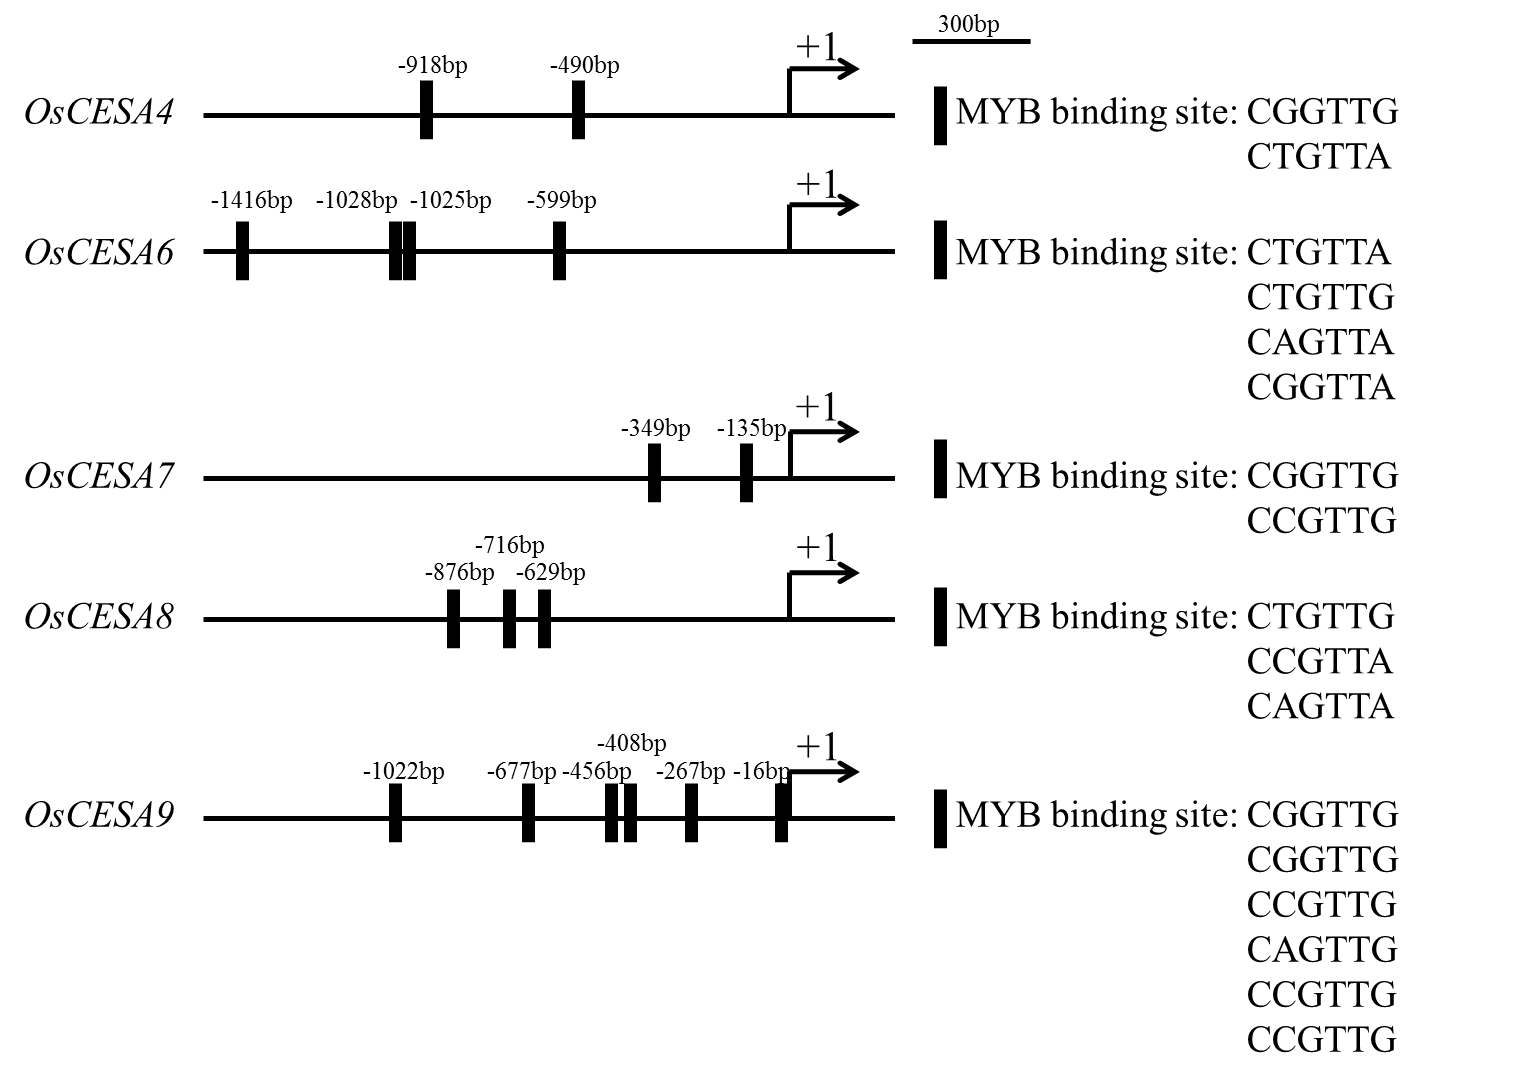

**Figure S5.**

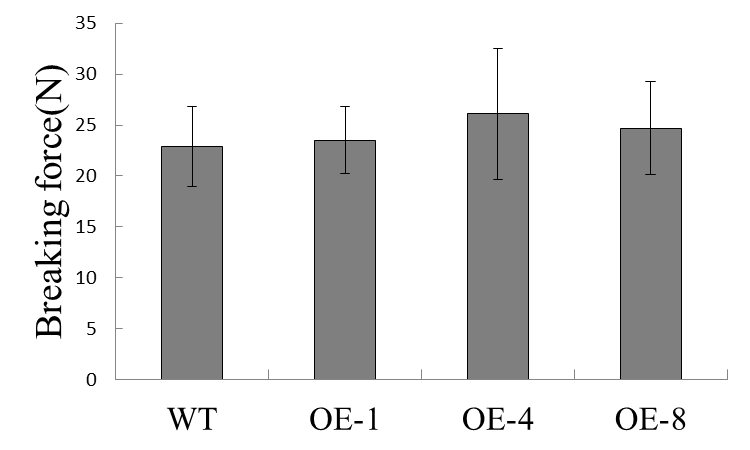

**Figure S6.**

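Table S2 gives, for OsMYB103L and 10 CESA genes, the TPM in WT and OE-1, the log2 of their ratio, a p-value and a false discovery rate. A TPM is the number of unambiguous tags of a gene scaled to the clean tags of the library, so with the deposited totals of 3610377 tags in WT and 3308950 in OE-1 each TPM returns a whole number of tags. The WT value of OsCESA9, 0.01 TPM, lies below the 0.277 TPM of a single tag and stands for 0 clean tags. Since no deposited tag had fewer than 2 copies, 0 may also stand for a tag with 1 copy. OsMYB103L (LOC_Os08g05520) had 3 tags in WT and 1645 in OE-1, which is 0.831 and 497 TPM. Its log2 ratio was 9.22 with an exact 95% interval from 7.67 to 11.50 (Clopper-Pearson, no replicates). The p of Fisher's exact test was at or below 1e-300, the smallest value reported. The pseudocount of 1 TPM moved this ratio most, to 8.09, because the WT count is close to 0. Among the CESA genes, counts in WT ran from 0 for OsCESA9 to 421 for OsCESA3. Ratios of genes with fewer than 10 tags over both libraries, OsCESA9 and OsCESA11, carry the widest intervals.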

**Table S2.** Expression levels of *CESA* genes in DGE analysis between wild type (WT) and *OsMYB103L* overexpressing plants (OE-1).

TPM, Transcript Per Million; FDR, False Discovery Rate.

| **Name** | **Locus** | **TPM** | | **Log2 Ratio** | **P-Value** | **FDR** | **Change** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **WT** | **OE** |
| OsMYB103L | LOC_Os08g05520 | 0.83 | 497.14 | 9.22 | 8.33E-05 | 3.80E-04 | Up |
| OsCESA1 | LOC_Os05g08370 | 9.69 | 21.46 | 1.15 | 7.50E-05 | 3.50E-04 | Up |
| OsCESA2 | LOC_Os03g59340 | 6.37 | 10.28 | 0.69 | 0.075 | 0.143 |  |
| OsCESA3 | LOC_Os07g24190 | 116.61 | 209.43 | 0.84 | 1.34E-13 | 2.27E-12 |  |
| OsCESA4 | LOC_Os01g54620 | 6.92 | 83.71 | 3.6 | 3.70E-10 | 3.92E-09 | Up |
| OsCESA5 | LOC_Os03g62090 | 3.05 | 0.6 | -2.35 | 0.02 | 0.04 | Down |
| OsCESA6 | LOC_Os07g14850 | 11.36 | 3.02 | -1.91 | 3.57E-05 | 1.80E-04 | Down |
| OsCESA7 | LOC_Os10g32980 | 4.99 | 16.32 | 1.71 | 3.06E-06 | 1.90E-05 | Up |
| OsCESA8 | LOC_Os07g10770 | 74.23 | 463.29 | 2.64 | 0 | 0 | Up |
| OsCESA9 | LOC_Os09g25490 | 0.01 | 0.6 | 5.91 | 0.22 | 0.32 | Up |
| OsCESA11 | LOC_Os06g39970 | 0.55 | 1.21 | 1.14 | 0.38 | 0.49 | Up |

**Table S3.** Primers of qRT-PCR used in this article.

| Name Primer sequence (5'-3') |
| --- |
| *OsMYB103L*_F CTTAGAAGATGGCCAAACAGCC  *OsMYB103L*_R TGGCCTCCAAGTTGGATGAT  *OsCESA1*_F CACTTATCGCCTATTGTGTGC  *OsCESA1*_R AAGAGATGGGCAGATGTGC  *OsCESA2*_F GGTATCCTTGAGATGAGGTGG  *OsCESA2*_R GCCTTTGAGGTGACAGTGAA  *OsCESA3*_F AAGTTCTTCGGTGGGCTCT  *OsCESA3*_R TTTCCAGGATGCCAGTAGC  *OsCESA4*_F TCTACGGTTCAGTCACAGAGG  *OsCESA4*_R AGCCATTTCAGACGACCA  *OsCESA5*_F GGACATCCATTCCACTATTGG  *OsCESA5*_R GCCTACACCACTCCATCTCAT  *OsCESA6*_F TTCTTCACATCTCTTCGCTG  *OsCESA6*_R CCTTCCAACCAAACCCTT  *OsCESA7*_F CTCCGTCGAGATCTTCATGAGC  *OsCESA7*_R CGCCAAATTGTTAAGCGTGG  *OsCESA8*_F TCCTTGAGATGAGGTGGAGT  *OsCESA8*_R TGGGATGAGAAGCGTTGT  *OsCESA9*_F CCTCTACGGCTACAAGAACG  *OsCESA9*_R GAAGAACAAACTCGCAAACG  *OsCESA11*_F GAGAGAGGCGATGTGCTTT  *OsCESA11*_R TCCTGTTCGTCGGAGTCAT  *ACTIN1*_F AGCAACTGGGATGATATGGA  *ACTIN1*_R CAGGGCGATGTAGGAAAGC |

1. Fang L, Zhao F, Cong Y, Sang X, Du Q, Wang D, Li Y, Ling Y, Yang Z, He G: **Rolling-leaf14 is a 2OG-Fe (II) oxygenase family protein that modulates rice leaf rolling by affecting secondary cell wall formation in leaves**. *Plant Biotechnol J* 2012, **10**(5):524-532.

How the deposited data were processed for this re-analysis (not part of the article)

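Leaf RNA of the overexpression line OE-1 and of WT (Kasalath) was profiled by Digital Gene Expression, 1 library each. The labels name the overexpression library by its line code and describe it as the OsMYB103L overexpressor, and the paper profiled only OE-1, so the code was taken as OE-1. The authors had the libraries made and sequenced at the Beijing Genomics Institute with an Illumina tag kit on a HiSeq instrument, and deposited, for each distinct clean tag of 21 bases, its copy number as an unnormalized count. The filters and software behind the clean tags are not described in the paper beyond a standardized procedure, and no deposited count is below 2. The deposited files also hold TPM, which the authors computed by scaling the copies to the clean tags of the library, rounded to 2 decimals. The authors then matched tags to rice cDNAs with at most 1 mismatch and left out tags of several genes, a step that comes after the files.

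The copy numbers were used, not the TPM column. The library totals were 3308950 tags for OE-1 and 3610377 for WT, so 1 tag is 0.302 and 0.277 TPM, and 3 tags, set here as the smallest signal counted, are 0.907 and 0.831 TPM. Both libraries were joined on the tag sequence, with 0 for a tag absent from a library. A TPM of 0 was set to 0.01 for ratios. Each tag was tested by a two-sided Fisher's exact test against the rest of the library, with Benjamini-Hochberg adjustment over the 113762 distinct tags. Tags with an adjusted p of at most 0.001 and a change of more than 2-fold were counted as changed. The p-values are not reported below 1e-300. With 1 library per group no test of the variation between plants is possible, and edgeR's quasi-likelihood test could not be fitted.

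No genome or transcripts were used here, so tags were not assigned to genes. The planned counts of changed genes, the sets of cellulose synthase and ribosomal protein genes and the MYB binding sites upstream of the CESA genes were therefore not computed. For the 11 genes of Table S2 the tag counts were instead obtained after the files arrived, by multiplying the paper's TPM by the library totals. All 21 values other than the floor of 0.01 TPM returned their TPM within rounding. These counts depend on the authors' matching of tags to genes. They were tested by Fisher's exact test with adjustment over the 11 genes, and the limits of the log2 ratios are exact 95% Clopper-Pearson limits. The log2 ratios of the visible rows of Table S1 above 7 were compared with those of whole numbers of OE-1 tags over 0.01 TPM. The comparison was repeated after adding 0.005, where a ratio that had matched could not match again.

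The named genes were fixed beforehand as those the paper names in its DGE results, and the named tags as the 3 most abundant in OE-1 only and in WT only. ACTIN1, also named in that rule, has no value in Table S2. The alternatives tried were edgeR's TMM factors, DESeq2 size factors, a pseudocount of 1 TPM, a minimum of 10 tags over both libraries, a copy number of at least 3, edgeR's exactTest with an assumed biological coefficient of variation of 0.2 or 0.4, the Audic-Claverie test (the summed probability up to the OE-1 count given the WT count, or its complement if smaller, doubled) and an adjusted p of at most 0.05. The removal of tags 1 base from a tag at least 100 times, or at least 10 times, as abundant in the same library was added after seeing the data. DESeq2's size factors came out as 1 for both libraries. They were applied as equal library sizes.

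The tests were run on simulated counts first: 200 of 200 changed tags were recovered, with 0 false calls among 107790 unchanged tags, for both Fisher's exact and the Audic-Claverie test. The changed tags were drawn only from those with at least 100 copies over both libraries, and all were changed well past 2-fold. The simulated counts varied by tag sampling only. The simulation therefore does not bear on changed tags with few copies or on variation between plants. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.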

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

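The paper reports on tags assigned to annotated genes. The 6 tags below, the 3 most abundant in each library among those absent from the other, were flagged because the paper does not report on single tags and their copies exceed 3, the number of tags set here as the smallest signal counted. The rule that names them was fixed before the files arrived, as were the tests and, apart from the 2 removals of near-identical tags, the other settings tried. In OE-1 only, CATGTGTTGAGCATATAAGAA had 8120 copies, CATGTCGGACTTGGACTACTG had 3819 and CATGTCGGACTGTGGACTACT had 2921. In WT only, CATGGAGGAATGGAAGATCTT had 357 copies, CATGCAGGCTGCGGTGAGACT had 348 and CATGCTCTTCAACCTATGTTT had 296.

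A sequencing error of an abundant tag was looked for first: 0 of the 6 tags lie 1 base from a tag at least 100 times as abundant in the same library. For the 3 tags in OE-1 only this outcome was fixed, since the most abundant tag of that library has 155980 copies. A sequencing error of a more abundant tag of any size was then looked for: 3 of the 6 tags, all in WT only, lie 1 base from a tag with more copies in the same library. These partners had 11603, 15808 and 7924 copies in WT, and 5302, 2028 and 1370 in OE-1. Each of the 3 tags in WT only differs from its partner by the same substitution, G21T (the partner's base first, positions counted from 1 at the first base of CATG).

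A last base G read as T in the WT library was therefore tested, with a prediction written after these 3 tags and before the other tags were looked at. Of the 41 other tags that end in G and have at least 1000 copies in both libraries, 41 (100%) had a larger share of the G21T form in WT than in OE-1. The median share was 3.32% of the partner's copies in WT and 0% in OE-1. Among the changed tags absent from OE-1, 153 of 423 (36.2%) are such forms of a tag at least 10 times as abundant, against 0 of 409 among those absent from WT. Of all 2377 decreased tags, 164 (6.90%) are such forms. A misread last base in the WT library is thus a candidate explanation for the 3 tags in WT only.

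For a genotype difference between the OE-1 line and the WT plants, of 198 tags with 20 to 500 copies found in OE-1 only, 1 had a partner 1 base away found in WT only with at least 10 copies, against 269 of 14412 tags of that abundance found in both libraries (p = 0.277, Fisher's exact test). A misread last base in the WT library would also give partners found in WT only, for tags in both libraries but not for tags in OE-1 only. How many of the 269 arose in this way was not counted, so this comparison cannot rule a genotype difference in or out. The 6 tags are outside the set of 198, so the comparison does not bear on them. For a single-base genotype difference at the 6 tags themselves, 0 of the 6 had a partner 1 base away found in the other library only. Larger genotype differences were not tested.

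The next explanations were written after the tags were seen, from sequences known in general and not given in the paper or the files. Of the 3 tags in OE-1 only, 2 begin with CATGTCGGACT, the first 11 bases of a library adapter sequence, the reverse complement of the NlaIII adapter of the tag kit. The tag that follows this adapter throughout, CATGTCGGACTGTAGAACTCT, had 4450 copies in OE-1 and 256 in WT. In all, 331 distinct tags with this start held 13145 copies in OE-1, 0.397% of the library, and 45 held 456 copies in WT. Adapter carry-over that differs between the library preparations may therefore lie behind these 2 tags, and it would count as gene signal only if the tags matched a cDNA.

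The most abundant tag in OE-1 only, with 8120 copies or 2454 TPM, equals the tag of the CaMV 35S terminator of the plant vector, as remembered. A transcript of the transformation vector is a candidate source, since only OE-1 carries it. The tags of the nos terminator of the plant vector, predicted before they were looked up, reached at most 3 copies in OE-1 and 0 in WT. That is below the 10 copies set in the prediction, so this test left the matter open. With 1 library per line, a difference in preparation cannot be told apart from a biological difference.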

How the results depend on the processing

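The log2 ratio of OsMYB103L kept its direction and stayed past the adjusted p under every alternative run. Only TMM factors and DESeq2 size factors could have changed the direction. The numbers of CESA genes up-regulated or down-regulated by the 2-fold rule stayed within 1.5 times of 6 and 2, although TMM factors, the pseudocount of 1 TPM and the minimum of 10 tags each left 4 up-regulated.

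The assumed variation between plants changed most. Of 5350 changed tags, edgeR's exactTest with an assumed biological coefficient of variation of 0.2 left 1222, 555 increased and 667 decreased, and with 0.4 it left 69, 30 increased and 39 decreased. For the CESA genes past the adjusted p, 4 up and 1 down, these settings left 2 up and 0 down, and 0 up and 0 down. TMM factors left 3 up and 1 down, as the log2 ratio of OsCESA1 fell to 0.972. Fisher's exact test takes tag sampling as the only error, and each counted call also had to exceed 2-fold. The calls lost with 0.4 were not limited to small changes. They include OsCESA4, with a log2 ratio of 3.60, and OsCESA8, with 2.64. An adjusted p of at most 0.05 gave 11322 changed tags, 6770 increased and 4552 decreased, and 2 CESA genes down.

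The counts of tags past 2-fold without a test, 48857 increased and 34495 decreased, are set by tags with few copies. They fell to 15379 and 11597 with the pseudocount of 1 TPM, to 9559 and 7454 with at least 10 tags over both libraries, and to 29498 and 21946 with a copy number of at least 3.

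With TMM factors, 2206 tags were increased and 3014 decreased, and with DESeq2 size factors 2313 and 2682, against 2973 and 2377 with library totals. Each count stayed within 1.5 times, but the larger of the 2 directions changed. Removing tags 1 base from a tag at least 100 or at least 10 times as abundant, both chosen after seeing the data, left 5318 and 5119 changed tags.

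For the single CESA genes, 78 rows were computed: 66 kept their direction and their side of the adjusted p, 11 were weaker, 1 was stronger and 0 reversed. Part of this was fixed in advance. Only TMM factors and DESeq2 size factors could reverse a direction. The pseudocount changes neither the direction nor the p-value, so its rows had to be kept. The looser adjusted p could not weaken a call. Some of the 66 still moved in size. With the pseudocount of 1 TPM the log2 ratio of OsCESA9 fell from 5.92 to 0.682 and that of OsCESA11 from 1.13 to 0.507, both below 2-fold, and that of OsCESA5 went from -2.33 to -1.33. Depth limits OsCESA5, OsCESA9 and OsCESA11 most, since each has fewer than 10 tags in at least 1 library.

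Settings listed before the files arrived that need transcripts were not run: exact matching, the site nearest the end of the transcript, the antisense strand, extended transcript ends, sharing tags among genes, scaling to assigned tags, and the variants of the promoter search. The minimum copy number and the removal of near-identical tags cannot be applied to counts per gene and were run on tags only. The replicate block was not run because each group has only 1 library. For the same reason no library was left out in turn and no other split of the samples exists.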

Differences from the paper's values

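The log2 ratios of Table S2 cannot be compared independently, since the tag counts were obtained from the paper's TPM values in the same table. The p-values computed from these counts differ from the paper's for 5 genes under Fisher's exact test. For OsMYB103L the paper's p is 8.33E-05, and the value here is at or below 1e-300. edgeR's exactTest gave 4.62e-39 and 7.84e-13 with an assumed biological coefficient of variation of 0.2 and 0.4, and no alternative set before the files arrived reached the paper's value. For OsCESA3 the paper's p is 1.34E-13 and the value here is 5.88e-22. TMM factors gave 2.65e-14 and DESeq2 size factors 3.34e-16, and none of the alternatives closed the gap. For OsCESA4 the paper's p is 3.70E-10 and the value here is 5.86e-60, and again none of the alternatives closed the gap. The nearest was edgeR's exactTest with an assumed variation of 0.2, with 5.36e-12. For OsCESA6 the paper's p is 3.57E-05 and the value here is 5.60e-05. The Audic-Claverie test gave 3.57e-05, which is the paper's value, and TMM factors, DESeq2 size factors and edgeR's exactTest did not reach it. For OsCESA8 the paper's p is 0 and the value here is 4.97e-240. Fisher's exact and the Audic-Claverie test could not give exactly 0 here, since their p-values are not reported below 1e-300. No value above 0 could count as the same as 0, so this comparison decides nothing.

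The paper's counts of up-regulated and down-regulated genes have no counterpart here, since tags could not be assigned to genes.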

Other observations

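The OE-1 library held more distinct tags than the larger WT library, 86676 against 76211. The excess lies in tags with few copies: with at least 10 copies, 24144 tags were found in OE-1 and 24092 in WT. Library depth points the other way, since WT is the deeper library and has fewer distinct tags. Thinning WT to the depth of OE-1 could therefore only raise the ratio of distinct tags. It went from the 1.14 of the full libraries to 1.20. The prediction for this thinning was written after the totals had been seen, when its direction was already fixed. Sequencing errors of abundant tags leave 97.1% of the excess after removal of tags 1 base from a tag at least 100 times as abundant. With a ratio of 10, 78180 tags remained in OE-1 and 66795 in WT, so the excess grew. A few tags taking most of the counts would even out once the 100 most abundant tags of each library are set aside, but the ratio at equal depth was then 1.16. None of these explanations accounts for the excess. A difference in library preparation or in the plants cannot be tested with 1 library each.

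More tags were increased than decreased in OE-1, at a ratio of 1.25. The direction depends on library normalization: with TMM factors the ratio was 0.732, which is neither near 1 nor above it, an outcome that neither prediction had named. Without tags 1 base from a tag at least 100 times as abundant the ratio was 1.26, and with a limit of 10 times it was 1.32. Among the 436 tags in both libraries with at least 1000 copies in either, a limit chosen after seeing the data, 55 were increased more than 2-fold and 118 were decreased. The direction also depends on the test. Under edgeR's exactTest the ratio was 0.832 with an assumed biological coefficient of variation of 0.2 and 0.769 with 0.4. An excess of increased over decreased tags therefore cannot be told apart from the effects of scaling to library totals and of the test used. Whether this carries over to genes was not tested.

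Among those abundant tags, the largest decreases were those of CATGTAATATGATGCCTAGAT, from 1702 copies in WT to 6 in OE-1, CATGTGGAGTTGTGGTATTTT, from 1041 to 4, and CATGGATATATGGATGGTGTG, from 6308 to 31. The largest increases were those of CATGGCACTTTGGAGTGTGTA, from 3 copies in WT to 1277 in OE-1, CATGCCCACACTATCGTGTTT, from 25 to 1907, and CATGTCACGACGGGTCCTATT, from 39 to 1026. The genes of these tags are not known here, and no biological explanation was tested.

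No tag had the 3 copies in WT and 1645 in OE-1 that Table S2 implies for OsMYB103L, so a planned test of such a tag against coincidence had nothing to test. A gene's count can be the sum of several tags. Only 1 tag with at least 500 copies in OE-1 has no more copies than OsMYB103L in either library, CATGGCACTTTGGAGTGTGTA with 1277 copies in OE-1 and 3 in WT. This bound was chosen after seeing the data, and it does not identify the gene.

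The largest log2 ratios of Table S1 were compared with a TPM of 0.01 standing for no tag in WT. Of the 106 visible ratios above 7, 99.1% equal a whole number of OE-1 tags over 0.01 TPM, and 0% do after adding 0.005. For the matching rows the outcome after the shift was fixed, since ratios of whole tags at these counts lie further than 0.005 apart. The prediction was written after part of these values had been worked out. The counts run from 12 tags, where Fisher's exact test gives p = 0.000143, to 201 tags, with a median of 16. The size of these ratios is thus set in part by the replacement value and not by a WT measurement.

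A test on the tag counts was tried for the p-values of Table S2, with its prediction written after the values were seen. The Audic-Claverie p lies within 1.5 times of the paper's for 7 of the 11 genes. The other 4 are OsMYB103L, OsCESA3, OsCESA4 and OsCESA8. The paper's p for OsCESA8 is 0, so no value above 0 could lie within 1.5 times of it. With the WT tags as they are, the Audic-Claverie p comes nearest to the paper's at 21 OE-1 tags for OsMYB103L, 614 for OsCESA3 and 85 for OsCESA4, while the TPM values give 1645, 693 and 277. No explanation of these 3 values was tested.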
